# Morphological and molecular evidence for functional organization along the rostrocaudal axis of the adult zebrafish intestine

**DOI:** 10.1186/1471-2164-11-392

**Published:** 2010-06-22

**Authors:** Zhengyuan Wang, Jianguo Du, Siew Hong Lam, Sinnakarupan Mathavan, Paul Matsudaira, Zhiyuan Gong

## Abstract

**Background:**

The zebrafish intestine is a simple tapered tube that is folded into three sections. However, whether the intestine is functionally similar along its length remains unknown. Thus, a systematic structural and functional characterization of the zebrafish intestine is desirable for future studies of the digestive tract and the intestinal biology and development.

**Results:**

To characterize the structure and function of the adult zebrafish intestine, we divided the intestine into seven roughly equal-length segments, S1-S7, and systematically examined the morphology of the mucosal lining, histology of the epithelium, and molecular signatures from transcriptome analysis. Prominent morphological features are circumferentially-oriented villar ridges in segments S1-S6 and the absence of crypts. Molecular characterization of the transcriptome from each segment shows that segments S1-S5 are very similar while S6 and S7 unique. Gene ontology analyses reveal that S1-S5 express genes whose functions involve metabolism of carbohydrates, transport of lipids and energy generation, while the last two segments display relatively limited function. Based on comparative Gene Set Enrichment Analysis, the first five segments share strong similarity with human and mouse small intestine while S6 shows similarity with human cecum and rectum, and S7 with human rectum. The intestinal tract does not display the anatomical, morphological, and molecular signatures of a stomach and thus we conclude that this organ is absent from the zebrafish digestive system.

**Conclusions:**

Our genome-wide gene expression data indicate that, despite the lack of crypts, the rostral, mid, and caudal portions of the zebrafish intestine have distinct functions analogous to the mammalian small and large intestine, respectively. Organization of ridge structures represents a unique feature of zebrafish intestine, though they produce similar cross sections to mammalian intestines. Evolutionary lack of stomach, crypts, Paneth cells and submucosal glands has shaped the zebrafish intestine into a simpler but unique organ in vertebrate intestinal biology.

## Background

The surface of the intestine epithelium is the site where nutrients are absorbed into the body. This absorption function is aided by expanding the surface area of the gut into villi at the tissue level and microvilli at the cellular level. Consequently, the mouse and human intestine has become a model for studying how this large surface develops during embryogenesis, the role of stem cells in the renewal of the epithelium, and development of colorectal cancer [1-3]. However, these complex problems can be studied in a simpler system, the zebrafish (*Danio rerio*), which has emerged as an important vertebrate model for study of not only human development but also diseases [4-6].

So far, morphological development of zebrafish intestine has been relatively well characterized in embryos and larvae [7-11], However, the organization and physiology of digestive tract has not been specifically documented for adult zebrafish although several books are available for description of general fish intestine anatomy [12-14]. Zebrafish, like many fish, lacks a morphologically and functionally distinct stomach and does not express genes that encode specific gastric functions [9-12]. Sections of intact zebrafish embryos and juveniles from whole animal serial sections and microCT tomography reveal the digestive tract from pharynx and esophagus to the three sections of the folded intestine and anus [15-17]. Previous studies have described the zebrafish intestine as a tapered tube that begins at the esophageal junction and is folded into three sections, the large diameter rostral intestinal bulb, the mid-intestine, and the small diameter caudal intestine [9]. However, it is not known whether these regions are functionally distinct or whether their functions correspond to the mammalian stomach, small intestine or large intestine. In this study, we characterized the anterior-posterior axis of adult zebrafish intestine at tissue, cellular and molecular levels. By comparing the morphological and molecular characteristics, we identified structurally and functionally distinct areas that correspond to the small intestine and large intestine but not stomach.

## Results

### Architectural differences along the zebrafish intestinal tract

The anterior-posterior axis of the digestive tract has been previously described for embryonic and juvenile zebrafish [7] and cyprinids [15,16]. In summary, the adult digestive tract consists of the mouth, pharynx, esophagus, intestine, and anus (Additional file 1). However, the zebrafish belongs to the group of stomach-less fishes in which the intestine transits directly from esophagus. In adult fish, it is folded into three sections: the rostral intestinal bulb, mid-intestine and caudal intestine (Figure 1A), as previously reported by Wallance et al [9]. When dissected from the animal and freed of the surrounding mesentery, the intestine remains folded by two turns into three straight regions that correspond anatomically to the three portions as observed in vivo (Figure 1B). Their diameters decrease along the anterior-posterior axis (Figure 1B).

**Figure 1:**
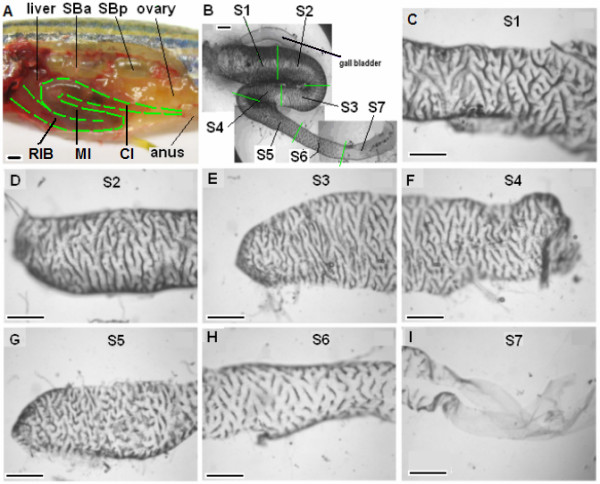
**Anatomical features of adult zebrafish intestine**. (A) A partially dissected 6-month-old zebrafish to show the folding of the three portion of intestine in vivo: rostral intestinal bulb (RIB), mid-intestine (MI) and caudal intestine (CI). Liver, ovary, anus, swimbladder anterior (SBa) and posterior (SBp) chambers are indicated. (B) An isolated zebrafish intestine in vitro after removal of the surrounding mesentery. The isolated intestine was divided into seven roughly equal-length segments as indicated by green lines: S1-S2 from RIB, S3-S4 from MI and S5-S7 from CI. The associated gall bladder is indicated. (C - I) Surface views of segments S1-S7 showing the folding of the mucosal surface into circumferential ridges. Scale bars, 500 *μ*m.

To characterize intestinal function, we subdivided the intestinal bulb, mid-intestine, and caudal sections into seven segments, S1-S7 (Figure 1B) and examined their architecture under a light microscope. We observe that the zebrafish intestine surface in segments S1-S6 is covered by ridges that are oriented circumferentially across the intestine axis (Figure 1C-1I, as previously reported [9]. The ridges are densely packed and highly branched. In segment S6 the ridges are shorter and broader than the anterior segments. Segment S7 is morphologically distinguished from the other six segments by a smooth surface devoid of any folds or villus-type structures (Figure 1I).

Cross-sections of the intestinal segments reveal a simple architecture for the zebrafish digestive tract of a mucosa, muscularis externa and serosa layer (Figure 2). The intestinal mucosa consists obviously of columnar-shaped enterocytes and mucous-secreting goblet cells. Other types of cells such as enteroendocrine cells may be identified by special staining or GFP transgenic labelling [8-10]. An underlying lamina propria contains blood capillaries, lymphatic vessels, muscle fibres and mesenchymal cells. The general architecture of zebrfish intestine, as revealed through cross-sections, resembles that of the mammalian intestine as described previously [9]. The mucosal layer is directly ensheathed by circular and longitudinal smooth muscle tiers of the muscularis externa within which are embedded the plexus of myenteric neurons as reported previously [8,9]. In the mammalian duodenum, a typical submucosal layer contains Brunner's glands, the branched tubular or branched tubuloalveolar glands that produce alkaline secretions to neutralize the acidic chime entering the duodenum [17]. However, in the zebrafish intestine the submucosa layer and Brunner's glands are absent (Figure 2).

**Figure 2:**
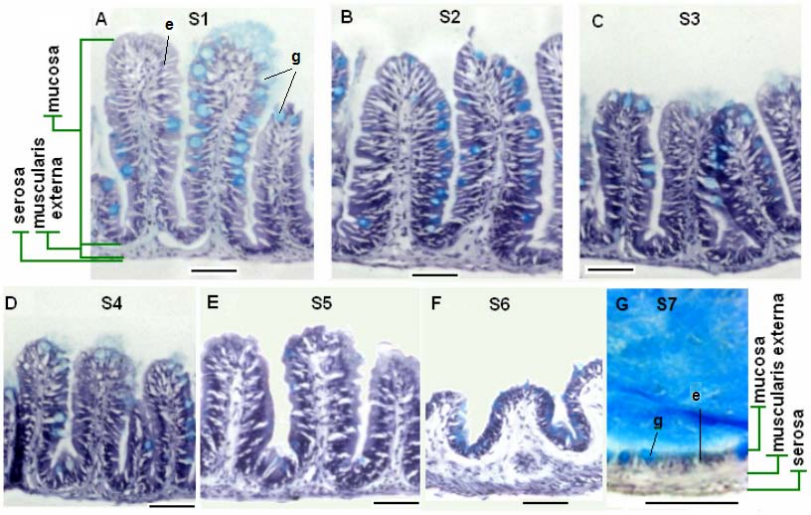
**Histological features of adult zebrafish intestine along the seven anterior-posterior segments**. (A-G) Representative cross sections of intestine from segments S1-S7 respectively. All sections were stained by Hematoxylin/Eosin/alcian blue. Segments S1-S6 contain three tissue layers: mucosa, muscularis externa and serosa, while S7 has a simple epithelium directly adjacent to the muscularis externa. Goblet cells (stained blue) are interspersed among the absorptive cells. Examples of enterocytes (e) and goblet cells (g) are indicated in Panels (A) and (G). Scale bars: 50 *μ*m.

Consistent with our earlier observations of intestinal ridges in segments S1 to S6 and absence of ridges in S7, these ridges in cross-section resemble the spatially separate villi in the mouse or human small intestine (Figure 2). In contrast to the mammalian intestine, crypts are absent from the base of the ridges and specialized crypt cells such as Paneth cells are not observed [9]. The villar ridges are comparable in height from segments S1 to S5 (Figure 2, shorten and broaden in segment S6 (Figure 2F), and absent in segment S7 (Figure 2G). Segments S5-S7 often contain compact excretions that are ensheathed by a mucous layer (stained blue by Alcian Blue in Figure 2G). In addition to the absence of villi, segment S7 is distinguished by its lining of abundant goblet cells that are interspersed by absorptive epithelial cells (Figure 2G). The muscularis externa is apparent, but the mucosa layer, in general, appears very thin compared with other segments of the intestine. Thus, based on histology and architecture, the intestinal lining is divided into three morphologically distinct regions, segments S1-5, S6, and S7.

### Distinct molecular signatures along the zebrafish intestinal tract

Based on gross morphology, segments S1-S5 are similar while segments S6 and S7 are different. These differences in structure suggest that there should be inherent differences in function. To test this idea, we examined and compared the molecular signatures of each segment by profiling their transcriptional activity. 

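Each array compared RNA of an intestinal segment, pooled from 10 male fish, with a reference RNA of whole adult fish. The segment RNA carried the dye Cy5 and the reference the dye Cy3, so every log2 ratio gives the level of a transcript in the segment relative to the whole fish. The sample labels place S1 and S2 in the rostral intestinal bulb, S3 and S4 in the mid-intestine and S5, S6 and S7 in the caudal intestine, and describe the reference as 9 parts male to 1 part female RNA. The arrays cover 5 pools of each of S1, S2, S3 and S4, 4 pools of S5 and 3 pools each of S6 and S7, where the paper describes 5 per segment. The methods give 10 µg of RNA labelled through aminoallyl-dUTP and the sample labels 20 µg labelled directly with dye-coupled dUTP, and the files do not decide between them. All arrays analysed here carry the segment in Cy5, so a preference of a probe for either dye stays in its ratio. For each of 23232 spots the files hold the brightness in both dyes with its local background, and the authors' log2 ratio, which is the ratio of the dyes times a factor per array. The values given here start from the brightness: the background was subtracted with the normexp method, the ratios were normalized within each array by loess in limma, and nothing was scaled between arrays. The tests covered 21395 probes with signal above background in enough arrays of a segment, of which 11195 carry a gene symbol and stand for 9100 genes. In the S1-S5 arrays 37.8% to 69.6% of spots exceeded the background in Cy5, and in the S6 and S7 arrays 14.9% to 89.9% did. The number of arrays limits the precision of every mean. The 6 arrays of S6 and S7 stand apart in the reference dye as well. Their Cy3 signals, from a reference described in the same words, correlated across probes at a mean r of 0.124 with those of the S1-S5 arrays, which correlated among themselves at 0.837. Their spots were read over 80 pixels, and those of S1-S5 over 120 to 460 pixels.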

Using a standard Bonferroni corrected p-value < 0.1 (adjusted for false discovery) applied to results from a one-way ANOVA analysis, we identified 2,558 genes that were differentially expressed in at least one of the seven segments and organized the genes by hierarchical clustering analysis [18] (Figure 3A) for similarities in patterns of gene expression. This analysis sorted the seven segments in their anatomical sequence, S1-S7 with S1-S5 more similar to each other than to segments, S6 and S7.

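The largest differences in log2 ratio between the segments lay between S5 and S6, where the spot size and the reference signal of the arrays changed as well. The apolipoprotein gene apoa4a had a log2 ratio to whole fish of 3.95 over the 24 S1-S5 arrays and of -0.45 over the 3 S6 arrays. This is a log2 difference of -4.32 (standard error 0.298, adjusted p = 4.9e-12 from limma), with every S6 array below every S1-S5 array, and a limit, since Cy5 was saturated on 9 of the S1-S5 arrays. Also lower in S6 were ugt5a2 (-4.51), a glucuronosyltransferase gene, slc16a6b (-4.00), a monocarboxylate transporter, sdr16c5b (-3.71), a dehydrogenase gene, and plin2 (-3.69), whose product coats lipid droplets. Of the cytochrome P450 genes related to cholesterol hydroxylase, cyp46a1.2 was lower in S6 by a log2 ratio of -3.64 and cyp46a1.4 by -3.57. In S6, ugt5a2, slc16a6b, sdr16c5b and cyp46a1.4 each exceeded the background on 1 of 3 arrays. Cy5 of sdr16c5b and cyp46a1.4 was saturated on 1 S1-S5 array each, so their differences are limits. Cyp46a1.1 was lower in S6 too (adjusted p = 5.91e-11), where no array exceeded the background, so that the size of its difference depends on the background offset and is not given. Lower in S7 than in S1-S5, and above the background in no S7 array, were ugt5a2 (adjusted p = 9.77e-15), mttp, which loads triglyceride onto lipoproteins, and gpat3, an enzyme of glycerolipid synthesis (adjusted p = 7.41e-14). In the gap junction gene gja13.1 the S7 difference was -3.88 (standard error 0.238, adjusted p = 5.87e-13). It is a limit, with Cy5 saturated on 1 S1-S5 array and above the background on 1 of 3 S7 arrays. The 10 genes that were highest in S6 relative to S1-S5 had S1-S5 means from -5.98 to -3.58 and S6 means from -0.63 to 1.25. Among them were top2a, a topoisomerase of dividing cells (log2 difference 5.67, standard error 0.464, adjusted p = 1.03e-10), and mylpfa (4.98) and tnni2b.2 (4.89), which encode a myosin light chain and a troponin of fast muscle. The others were spinb (6.51), matr3l1.2 (6.13), uevld (6.11), ptgdsb.1 (5.29), the carbonic anhydrase gene ca15b (5.11), med13b (5.08) and larp6a (4.83). Other probes of these genes differed less or did not pass: top2a 0.07 (adjusted p = 0.647), spinb 0.17 (0.54), matr3l1.2 at most 0.40 (0.152), uevld 0.47 (0.0272) and med13b 1.68 (5.91e-07). In S1-S5, ca15b exceeded the background on 11 of 24 arrays, spinb on 13, tnni2b.2 on 15 and top2a on 17. The sizes of their rises therefore depend on the background offset. In S7, larp6a was higher by 4.99, gap43, a gene of growing axons, by 4.74, s100a1 by 4.65, fam210b by 4.40, orc6, of the origin recognition complex, by 4.19, bhmt by 4.13 and fbxo43 by 4.05. The mean log2 Cy5 signal of fam210b, after Aquantile normalization between arrays, did not rise, at 11.047 in S1-S5 and 10.713 in S7. For mylpfa and matr3l1.2 that signal rose far less in S6 than the ratio did. The other genes named here as higher in S6 or S7 had a higher Cy5 signal there than in S1-S5. By limma's moderated F test with a Bonferroni corrected p under 0.1, 3042 of the 21395 probes differed among the 7 segments, 14.2% of them, and those with a symbol stand for 1867 genes. S6 was higher than S1-S5 at 5593 probes and lower at 5382, and S7 was higher at 5744 and lower at 5477, at a Benjamini-Hochberg adjusted p under 0.05. Across all tested probes the log2 ratios of S6 had a slope of 0.0474 on the S1-S5 mean, and those of S5 a slope of 0.942 on the mean of S1-S4. Among the S1-S5 arrays alone, a comparison chosen after the data were seen, 211 probes passed the same F test.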

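On the listed probes, the profiles of S1, S2, S3, S4 and S5 were close to each other and those of S6 and S7 were not close to them. Arrays of S1 correlated at a mean r of 0.956 with each other and at 0.892 with those of S5, and S4 with S5 at 0.930. The neighbours S3 and S4 were the most alike of all pairs of different segments, at 0.969. Between S5 and S6 the mean r was -0.00560, and between S6 and S7 it was 0.334. The S6 arrays correlated with each other at 0.318, no more than with the S7 arrays, and the S7 arrays with each other at 0.517. Average linkage on 1 minus Pearson's r placed all 24 S1-S5 arrays in a group and all 6 S6 and S7 arrays in another. With a further division, S6 replicate 2 left the second group by itself. Within S1-S5 the first array to split off was S5 replicate 3. The nearest array belonged to the same segment for 5 of 5 arrays of S1, 4 of 5 of S2, 4 of 5 of S3, 1 of 5 of S4, 4 of 4 of S5, 2 of 3 of S6 and 3 of 3 of S7, and to the same or an adjacent segment for all 30. These correlations run across probes, which are not independent replicates, and the probes were selected for differing among the segments. In the reference dye, which carries no segment RNA, S6 and S7 arrays correlated at a mean r of 0.622 with each other. Clustered on all tested probes instead and cut into 2 groups, 16.7% of the S6 and S7 arrays were split off first. The cut does not make the rest of them like S1-S5. Over all tested probes, S6 and S7 arrays correlated with S1-S5 arrays at a mean r of 0.0793, against 0.869 within S1-S5.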

**Figure 3:**
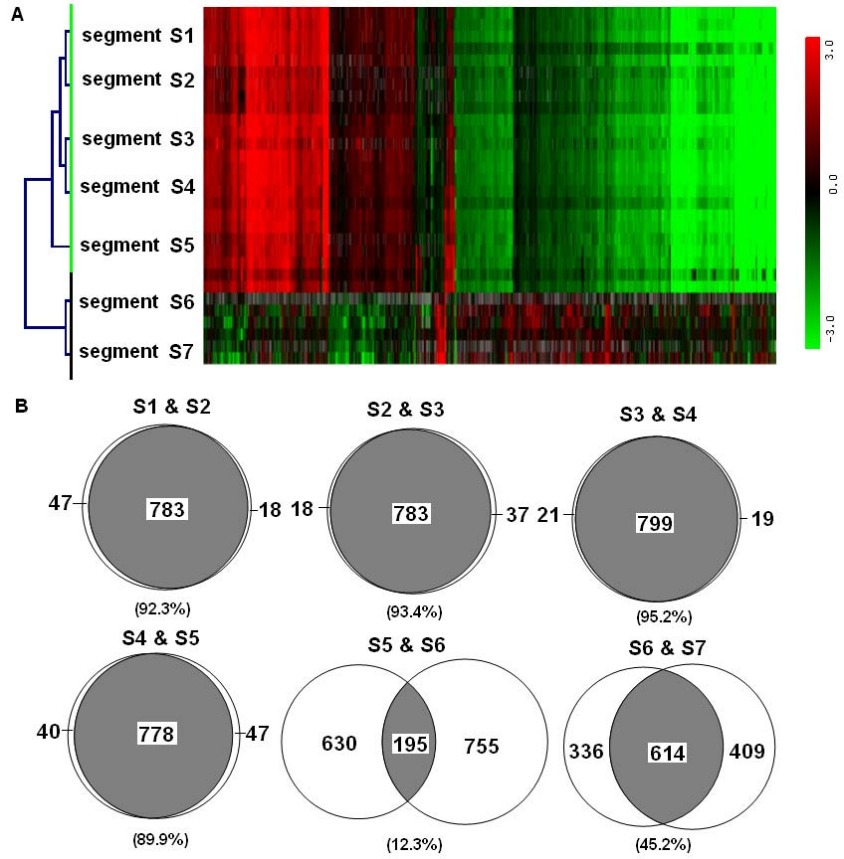
**Anayses of genes differentially expressed along the anterior-posterior intestine**. (A) Hierarchical clustering of segments S1-S7 by differentially expressed genes selected by ANOVA analysis. Segments S1 to S5 are clustered as one group; segments S6 and S7 are clustered as another group. (B) Overlap analysis of up-regulated genes in adjacent segments. The number and percentage of overlapping genes are indicated within and below the intersection respectively.

To understand the significance of the clusters, we then applied a threshold of 2.0 fold against pooled RNA extracted from whole adult zebrafish to the set of 2,558 genes from the ANOVA analysis. This analysis shows the numbers of genes that are abundantly expressed in each individual segment are: 830 (S1), 801 (S2), 820 (S3), 818 (S4), 825 (S5), 950 (S6) and 1023 (S7). 

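Many of the listed genes were abundant in S1-S5 relative to the whole fish and few were in S6 and S7. Of the 3042 listed probes, 919 were at least 2-fold up in S1, 795 in S2, 983 in S3, 932 in S4 and 909 in S5. In S6, 98 listed probes were 2-fold up, and in S7, 159. Between single arrays these counts had an SD of 18.6 in S1 (n = 5), 134 in S2 (n = 5), 29.3 in S3 (n = 5), 112 in S4 (n = 5), 128 in S5 (n = 4), 98.3 in S6 (n = 3) and 76.7 in S7 (n = 3). The gap between S5 and S6 therefore exceeded the spread between arrays of either segment. The SD of the mean log2 ratio over the listed probes was 2.00 in S5, 0.504 in S6 and 0.606 in S7. Without S6 replicate 2 the S6 count was 294. Among the S1-S5 arrays alone, chosen after the data were seen, the counts were 65 in S1, 55 in S2, 65 in S3, 81 in S4 and 113 in S5.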

To determine the extent to which genes are commonly expressed along the intestinal tract, we determined the overlap in gene sets between pairs of adjacent segments (Figure 3B). Consistent with the clustering results in Figure 3A, significant intersection was found between segments S1-S5 [more than 700 genes (or ≥89.9%) for each overlap, Figure 3B]. However, segments S6 and S7 express quite different sets of genes than the anterior segments. 

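Adjacent segments from S1 to S5 shared most of the genes that were up relative to the whole fish. Up in both S1 and S2 were 773 probes of the 941 up in either, 82.1% (Wilson interval 79.6 to 84.5). The overlap was 76.6% for S2 and S3 (771 of 1007), 86.3% for S3 and S4 (887 of 1028) and 79.1% for S4 and S5 (813 of 1028). Even the ends of this stretch, S1 and S5, had 69.7% in common (751 of 1077). The intervals cover counting error alone, and the percentages depend on having both segments in the denominator, which counts probes up in either. Leaving out S2 replicate 5 gave 72.5% for S1 and S2 and 67.8% for S2 and S3. Among the S1-S5 arrays alone, where the list comes from these arrays and was chosen after the data were seen, the 4 overlaps were 76.5%, 62.2%, 69.8% and 44.8% from S1 to S5.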

S5 and S6 overlap in 12.3% genes while S6 and S7 share only 45.2% genes in common. 

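Among the listed probes, those up in S6 and S7 were almost all different from those up in S5. Of the 988 probes that were 2-fold up in S5 or S6, 19 were up in both, 1.92% (Wilson interval 1.23 to 2.98), where 29.3 probes would be shared if the 2 lists were independent. S6 and S7 had 58 of 199 up probes in common, 29.1% (23.3 to 35.8), against 5.12 probes if independent. Between S5 and S7 the overlap was 2.1%. The listed probes were selected for differing among the segments, which leaves out probes up alike in all. These low overlaps are therefore partly built in. Regardless of the F test, 24 probes were up 2-fold in both S1-S5 and S6, where 21.3 would be if independent. Leaving out S6 replicate 2 raised the overlap of S6 and S7 to 36.0%, and leaving out S7 replicate 4 lowered it to 22.2%. The control spots of the vitellogenin gene vtg3, a yolk protein made in the female liver, ranked at a median percentile of 97.0 among the whole-fish signals of the S1-S5 arrays and of 43.0 among those of the S6 and S7 arrays.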

Similar results were also observed from analysis of down-regulated genes (Additional file 2).

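The genes that were low relative to the whole fish followed the same division. In S1, 1227 listed probes were at least 2-fold down, in S2 1258, in S3 1323, in S4 1299 and in S5 1318. S6 had 42 such probes and S7 had 139. S1 and S2 had 90.0% of their down probes in common (1177 of 1308), S2 and S3 91.0%, S3 and S4 93.2% (1265 of 1357) and S4 and S5 88.7%. Across the border, S5 and S6 had 14 of 1346 down probes in common, 1.04% (Wilson interval 0.621 to 1.74), where 18.2 would be shared if independent. As with the up probes, the low overlap is partly built in, since the listed probes were selected for differing among the segments. S6 and S7 had 19 of 162 in common, 11.7% (7.64 to 17.6), against 1.92 if independent. Without S6 replicate 2 the number of down probes in S6 was 243, and the overlap of S5 and S6 was 2.54%. In S7 the number was 268 without S7 replicate 4 and 99 without S7 replicate 5. The overlap of S6 and S7 was 4.71% without S6 replicate 5 and 16.0% without S6 replicate 2.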

To confirm these patterns of overlap, we identified a number of genes that were either highly expressed in segments S1-S5 (e.g. *gdpd1, chchd7*, zgc:11410, *hbl3*, etc) or in segments S6 and S7 (e.g. *trp*, *ctsl1, ctsc, gnb3, gsbp1, ppp2r2 d*, etc), suggesting a comprehensive functional transition along the zebrafish intestine (Figure 4A). 

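Of the genes named for S1-S5, gdpd1, zgc:110410 and mbl2 were high along S1-S5 and near or below the whole-fish level in S6 and S7, and chchd7 has no probe. Gdpd1, which encodes a glycerophosphodiester phosphodiesterase, had log2 ratios of 3.59 ± 0.20 in S1 (SD, n = 5), 4.06 ± 0.43 in S3 (n = 5) and 3.07 ± 0.52 in S5 (n = 4), and -0.28 ± 0.73 in S6 (n = 3) and -0.61 ± 0.91 in S7 (n = 3). Its log2 difference from S1-S5 was -3.79 in S6 (standard error 0.306, adjusted p = 7.79e-11 from limma) and -4.12 in S7 (adjusted p = 1.55e-11). The mean log2 Cy5 signal of gdpd1, after Aquantile normalization between arrays, was 12.4 in S1-S5, 12.1 in S6 and 11.7 in S7, so it changed far less than the ratio. For zgc:110410 the difference was -3.60 in S6 (adjusted p = 5.34e-13) and -3.53 in S7 (adjusted p = 5.87e-13). The mannose-binding lectin gene mbl2, matched to hbl3, declined from 2.87 ± 0.31 in S1 (n = 5) to 1.46 ± 0.32 in S5 (n = 4), a log2 difference of S5 from S1-S4 of -1.11 (standard error 0.178, adjusted p = 0.000159), and lay at -0.20 in S6 and 0.15 in S7. The genes named for S6 and S7 followed several patterns. G3bp1, a stress granule protein gene, rose from means of -1.26 to -0.68 in S1-S5 to 1.07 in S6 and 1.01 in S7 (log2 difference 2.06 in S6, adjusted p = 4.47e-07). The trypsin gene prss1 had means of -0.24 to 0.06 in S1 to S3, 1.09 in S4, 1.18 in S5, 1.34 in S6 and 2.58 in S7. Its Cy5 signal was saturated on 23 of the 24 S1-S5 arrays and on none of S6 and S7. The S1-S5 ratios are lower limits only where Cy3 was not saturated as well, which was not counted for this gene. They are not compared with S6 and S7. Cathepsin L genes, which encode lysosomal proteases, moved apart from each other. Ctsl.1 was highest in S5, at 2.75 ± 0.48 (n = 4), and lower in S6 than in S5 by a log2 ratio of -1.60 (adjusted p = 0.0261), and in S1 to S4 its means were -1.78 to -1.34. Its Cy5 signal was saturated on 2 of 4 S5 arrays, so its S5 level and this difference are limits. Ctsla was below the whole-fish level throughout, from -3.23 to -2.83 in S1-S5 to -0.26 in S6, where 1 of 3 arrays exceeded the background. Ctsc, the dipeptidyl peptidase of lysosomes, rose in S5 by 1.11 (adjusted p = 0.0103) and in S7 by 1.22 (adjusted p = 0.000726), calls that ended in S5 without S5 replicate 1 (0.0504) or 2 (0.0637) and in S7 with the authors' value table (0.58, 0.144), and its S6 difference of 0.39 did not pass (adjusted p = 0.259; 1.23 and 9.02e-06 without S6 replicate 2). Gnb3b, a G protein subunit gene, lay at 0.04 in S6 and 1.01 in S7, above S1-S5 by 0.67 (adjusted p = 0.00604; 0.31 and 0.216 without S6 replicate 3) and 1.64 (adjusted p = 8.46e-08), and exceeded the background in Cy5 on 2 of 24 S1-S5 arrays. Ppp2r2d, a phosphatase subunit gene, lay at -0.02 in S6, above S1-S5 by 0.55 (adjusted p = 0.00886; 0.34 and 0.137 without S6 replicate 2), and in S7 it did not exceed the background and its difference hung on S7 replicate 3 (adjusted p = 0.0245; 0.687 without it). The genes of this figure were chosen by the paper on these samples, so their directions are not independent evidence.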

The expression patterns of *vil1l *(Figure 4B), *fabp2 *(Figure 4C), *apoa1 *(Figure 4D), *apoa4 *(Figure 4E), *cfl1 *(Figure 4F), zgc:110410 (Figure 4G), *typ *(Figure 4H) and *ctsl1 *(Figure 4I) were confirmed by real time RT-PCR. Thus, based on the molecular analyses, the zebrafish intestine can be divided into three molecularly distinct regions as represented by segments S1-S5, S6, S7, respectively.

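S6 and S7, with 3 arrays each, differed from each other in fewer genes than either differed from the 24 arrays of S1-S5. S7 was higher than S6 at 798 probes and lower at 1001, with a difference of at least 2-fold at 332 and 513 of them, and from the authors' value table the numbers were 17 and 126. The largest rise was in nherf1a, which encodes a scaffold protein of the brush border, with a log2 ratio of 0.97 in S6 and 2.82 in S7 (log2 difference 1.85, standard error 0.238, adjusted p = 0.00031 from limma, 3 of 3 S7 arrays above all S6 arrays). Also higher in S7 were arl6ip5b (1.47), the proteasome ATPase gene psmc1a (1.4), the potassium channel gene kcnd3 (1.16), slc25a11, a mitochondrial carrier gene (1.14), otofa (1.13), the odorant receptor gene or30bt1 (1.12), the condensin gene ncapd3 (1.11) and zcchc24 (1.08). Trypsin prss1 was higher in S7 than in S6 by 1.24 (adjusted p = 0.0382), or by 1.09 with the replicate number as a block (adjusted p = 0.0821). Lower in S7 were tbx18, a transcription factor of smooth muscle progenitors (-1.80, standard error 0.31, adjusted p = 0.00159), gtse1, a mitotic gene (-1.80), the RNA export gene thoc5 (-1.77), cnn3b, a calponin gene (-1.77), pcyt1ab, of phosphatidylcholine synthesis (-1.73), manea (-1.61), kcnj11l (-1.52) and the small GTPase gene rhoab (-1.52). Myoc (adjusted p = 0.0334) and polr3gla (adjusted p = 0.0211) were lower in S7, where neither exceeded the background. Other probes of these genes did not pass: psmc1a -0.79 (0.0753), ncapd3 0.16 (0.799), gtse1 -0.11 (0.883) and -1.05 (0.0576), and rhoab 0.32 (0.832). No gene list of the 28 tested passed between S7 and S6 in the main fit, and the lowest adjusted p was 0.0824, for the exocrine pancreas genes, of which 2 were higher and none was lower. The pancreas list did pass without background correction (adjusted p = 0.0275 by camera), with median centring (0.0221), scale normalization (0.0164) and the authors' value table (0.000963). Without saturated probes it did not (0.758). All 20 named genes lost their call when the 6 arrays were fitted without the others, with an adjusted p of 0.447 for nherf1a, and that fit called 3 probes in all. Among these 6 arrays the log2 ratios correlated across probes at a mean r of 0.211, and S7 had a slope of 0.468 on S6. From its molecular analyses, with the clustering, the overlaps, the named genes and their real-time RT-PCR, the paper concludes that the intestine has 3 molecularly distinct regions, S1-S5, S6 and S7.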

**Figure 4:**
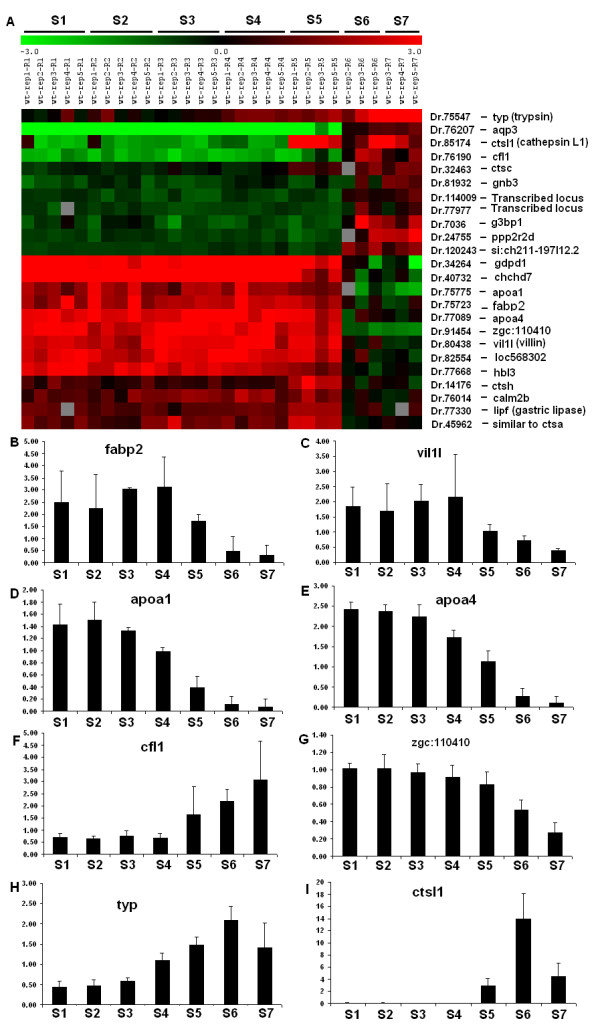
**Expression patterns of selected intestinal genes**. (A) Expression patterns of selected genes based on microarray data. The genes were selected based on their known function in the digestive tract and/or from their expression profiles. (B-I) qRT-PCR validated expression pattern of selected genes. The histograms show the relative changes of the gene expression levels compared with their respective levels of the housekeeping gene *bactin2*. Gene names are indicated in each panel.

### Molecular features of the small and large intestine-like functions

Having shown the intestine can be subdivided into three regions, S1-S5, S6, and S7, based on similarities in expressed genes, we investigated whether the identity of the genes gives insight into intestine function and thus we selected several intestinal marker genes for more detailed analysis.

The functions of the mouse and human small intestine have been characterized by well known molecular markers including *fabp2 *[19], *vil1l *[20-22], *apoa1 *and *apoa4 *[23-25]. All of these genes were detected in S1-S5 in our microarray analyses by their higher levels of expression compared with total RNAs from whole fish (Figure 4A) and confirmed by real time RT-PCR analyses (Figure 4B-E). 

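Fabp2, the intestinal fatty acid binding protein, was above the whole-fish level throughout S1-S5. Its log2 ratio was 1.6 ± 0.28 in S1 (SD, n = 5), 2.08 ± 0.70 in S2 (n = 5), 2.11 ± 0.11 in S3 (n = 5), 2.34 ± 0.35 in S4 (n = 5) and 1.70 ± 0.33 in S5 (n = 4). In S6 it was 0.11 ± 0.44 (n = 3) and in S7 -0.63 ± 0.72 (n = 3). The log2 difference from S1-S5 was -1.86 in S6 (standard error 0.259, adjusted p = 1.01e-06 from limma) and -2.60 in S7 (standard error 0.259, adjusted p = 3.26e-09), with every S6 and S7 array below every S1-S5 array. The Cy5 signal was saturated on 4 arrays of S1, 5 each of S2, S3 and S4 and 3 of S5, so the ratios of fabp2 there are lower limits and S5 is not compared with S1-S4.

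**Figure D1:**
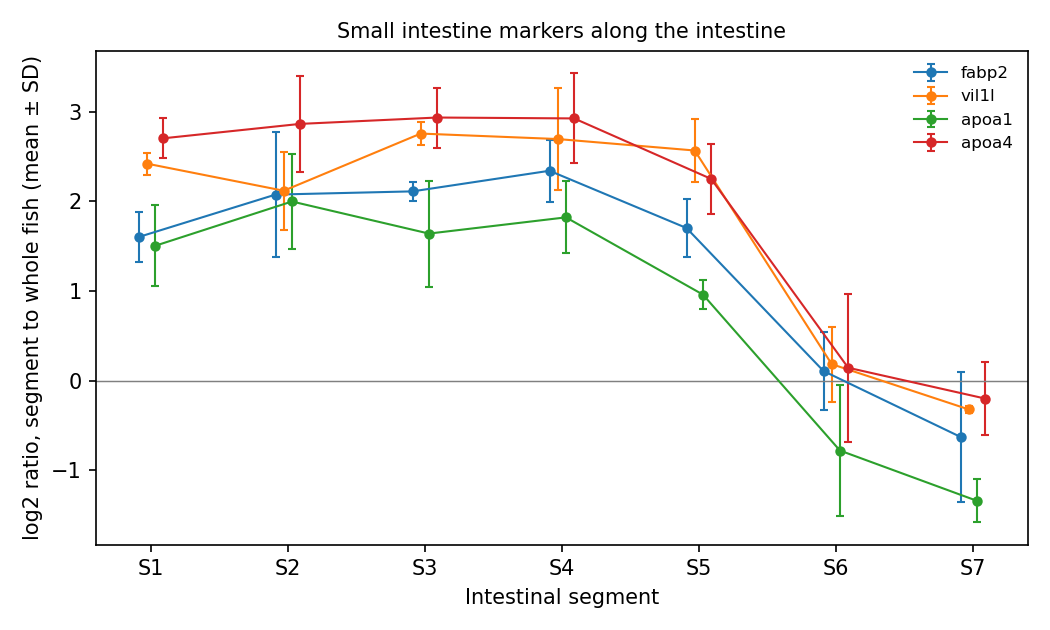
Log2 ratio to whole fish of fabp2, vil1l, apoa1 and apoa4 in segments S1 to S7; each point is the mean of a segment's arrays and each bar its SD. The fabp2 means run from 1.6 to 2.34 in S1-S5. Each of the 24 arrays there, not drawn singly, lay above the 6 S6 and S7 arrays.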

Intestinal *fabp2 *gene encodes a fatty acid binding protein that is specifically involved in the intracellular transport of fatty acids in the small intestine [19,26,27]. This gene is highly conserved in teleosts, amphibians, avians and mammals [28]. Previously, an *RFP *transgenic zebrafish line under the intestinal *fabp2 *promoter, *Tg(fabp2:RFP)*, has been generated and RFP reporter gene is specifically expressed in the intestine [29]. To further verify the expression of intestinal *fabp2*, we isolated an intestine from a 3-month-old *Tg(fabp2:RFP) *transgenic zebrafish and found that RFP fluorescence was high in segments S1-S4, but quickly diminished around the second turn of the intestine (Additional file 3, Panel B). This expression pattern was also confirmed by direct detection of endogenous *fabp2 *mRNA expression by *in situ *hybridization (Additional file 3, Panel C). Closely resembling the pattern of *fabp2 *expression, villin expression is also restricted to the mammalian gastrointestinal tracts where it is highly expressed in the small intestine [21]. Our microarray data show that zebrafish villin gene (*vil1l*) is highly expressed in segments S1-S5 and its expression is reduced in segments S6 and S7. This finding is further validated by real time RT-PCR (Figure 4C), where the expression of *vil1l *decreases in segment S5 and to a negligible level in segments S6 and S7. 

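Villin, an actin-bundling protein of the microvilli, was read by a pair of probes, both lower in S6 and S7 than in S1-S5. The probe with the stronger signal had log2 ratios of 2.42 ± 0.12 in S1 (SD, n = 5), 2.12 ± 0.43 in S2 (n = 5), 2.76 ± 0.13 in S3 (n = 5), 2.70 ± 0.57 in S4 (n = 5) and 2.57 ± 0.35 in S5 (n = 4). It was near the whole-fish level in S6, at 0.19 ± 0.42 (n = 3), and below it in S7, at -0.32 ± 0.04 (n = 3). S6 differed from S1-S5 by -2.33 (standard error 0.215, adjusted p = 8.27e-10 from limma) and S7 by -2.83 (adjusted p = 2.24e-11), with no overlap between the arrays. At the border itself, S6 lay below S5 by -2.38 (adjusted p = 8.24e-08). S5 did not pass the test against S1-S4 by either probe, with log2 differences of 0.07 (standard error 0.192, adjusted p = 0.971) and, by the second, -0.71 (adjusted p = 0.275). By the second probe the difference was -2.16 in S6 (adjusted p = 2.57e-06), and S7, where that probe did not exceed the background, was lower (adjusted p = 2.31e-07). The whole-fish signal alone differed at least 2-fold between S6 and S7 arrays and S1-S5 arrays at 11591 of the tested probes.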

In further support that segments S1-S4 possess features of a small intestine, another two conserved markers, *apoa1 *and *apoa4*, also showed similar expression pattern to *fabp2 *and *vil1l *genes along the anterior-posterior axis of zebrafish intestine. These two genes can also be considered to be reliable molecular markers for small intestine because in 36 human tissues and 45 mouse tissues examined, expression of mammalian *Apoa1 *and *Apoa4 *are highly restricted to the digestive organs including small intestine and liver (GSE2361 and GDS182, GEO database, NCBI). These patterns of small intestine markers together with the transcriptome data suggest that the small intestine comprises segments S1-S4 and transition into a different function occurs in segment S5.

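Both apolipoprotein genes, whose products carry lipid out of the enterocyte, were high in S1-S4 and lower in S6 and S7 than in S1-S5. Apoa1a had log2 ratios of 1.51 ± 0.45 in S1 (SD, n = 5), 2.00 ± 0.53 in S2 (n = 5), 1.64 ± 0.59 in S3 (n = 5), 1.82 ± 0.40 in S4 (n = 5) and 0.96 ± 0.17 in S5 (n = 4). In S6 it was -0.78 ± 0.73 and in S7 -1.34 ± 0.24 (n = 3 each). The S6 difference from S1-S5 was -2.37 (standard error 0.277, adjusted p = 5.62e-08 from limma), and S7, where no array exceeded the background, was lower than S1-S5 (adjusted p = 1.28e-09). Apoa4b.1 lay between 2.71 and 2.94 in S1 to S4, at 2.25 ± 0.40 in S5 (n = 4), at 0.15 ± 0.83 in S6 (n = 3) and at -0.20 ± 0.40 in S7 (n = 3). Its S6 difference was -2.59 (standard error 0.27, adjusted p = 6.96e-09), and S7, again with no array above the background, was lower (adjusted p = 7.51e-10). In Cy5, apoa1a was saturated on all arrays of S1 to S4 and 3 of 4 of S5, and apoa4b.1 on all of S1 to S3, 4 of 5 of S4 and 1 of 4 of S5, so these ratios are lower limits and S5 is not compared with S1-S4.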

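In S5, the bile acid genes fabp6 and slc10a2 and parts of the lysosomal and posterior hox lists rose, and part of the lipid absorption list declined. Fabp6, the ileal bile acid binding protein, rose from a log2 ratio of -2.42 in S1-S4 to 4.26 in S5, a difference of 6.68 (standard error 0.729, adjusted p = 3.45e-07 from limma) and a lower limit, with its Cy5 signal saturated on all 4 S5 arrays. Slc10a2, the apical bile acid transporter, rose by 5.12 (standard error 0.273, adjusted p = 8.19e-14), from -0.23 to 4.89. Of 46 genes of lysosomal enzymes and protein endocytosis, 12 were higher in S5 and none was lower (22 and 1 when adjusted over the list alone; adjusted p = 2.68e-22 by camera, and 8.05e-06 with an estimated correlation). Among those that rose were ctsl.1 (4.32, standard error 0.409, adjusted p = 2.61e-08), the endocytic adaptor dab2 (3.44), the protease legumain, lgmn (2.52), and the fucosidase fuca1.1 (1.83), with ctsl.1 and lgmn saturated in Cy5 on 2 of 4 S5 arrays each. Of 18 posterior hox genes, which pattern the caudal body and gut, 9 rose and none fell (11 and 0 over the list alone; adjusted p = 9.71e-16, and 1.13e-05 with an estimated correlation), led by hoxd9a (2.79), hoxa9b (2.58), hoxd10a (1.50) and hoxa10b (1.45). Of 25 exocrine pancreas genes, 15 were higher in S5 and none was lower (21 and 0 over the list alone; adjusted p = 1.14e-23, and 0.00321 with an estimated correlation), but 19 of the 25 were saturated in Cy5 on S1-S5 arrays. The other 6 had array medians of 0.65 ± 0.25 in S1-S3 (SD, n = 15) and 1.52 ± 0.49 in S4 and S5 (n = 9), and their S4 means lay near those of S5, such as 0.71 in S3, 1.46 in S4 and 1.62 in S5 for ptf1a, a pancreatic transcription factor. Of 36 lipid absorption genes, 14 were lower in S5 and 2 were higher (22 and 2 over the list alone; adjusted p = 1.14e-13, and 0.00228 with an estimated correlation). Pla2g12b fell by 1.41 on the log2 scale and apoa4a (adjusted p = 5.92e-08), saturated in Cy5 on 9 of 20 S1-S4 arrays, by at least 2.68, and without saturated probes the list had an adjusted p of 6.92e-09. Of 100 splits of the S1-S5 arrays, only the real one had so small a camera p for the lysosomal and hox lists. Another split gave unadjusted p of 9.55e-37 for pancreas (real 1.02e-25), and another or the same 8.17e-17 for lipid absorption (4.09e-15). As many list calls as in S5 came from 56 of 100 splits, so these p overstate the evidence. Further genes high in S5 were slc15a2, a peptide transporter (3.62), foxd1 (2.83), the nucleoside phosphorylase pnp6 (2.83), the carboxypeptidase cpvl (2.21) and the prolactin receptor prlra (2.15). In S1-S4, foxd1 exceeded the background on 3 of 20 arrays, pnp6 on 5 and prlra on 4, so the sizes of these rises depend on the background offset. Low in S5 were fads2, a fatty acid desaturase, saturated in Cy5 on 6 of 20 S1-S4 arrays, the sulfate transporter slc13a1 (-1.88), cyp2x8 (-1.69), the peptide transporter slc15a1b (-1.60), plin2 (-1.26), gpd1c (-1.19) and ada, an adenosine deaminase (-1.18). Second probes of foxd1 (-0.11, adjusted p = 0.89), cpvl (-0.06, 0.982), cyp2x8 (-0.07, 0.977) and gpd1c (-0.11, 0.914) did not pass. In all, S5 was higher than S1-S4 at 301 probes and lower at 211, with differences of at least 2-fold at 183 and 95 of them.

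**Figure D2:**
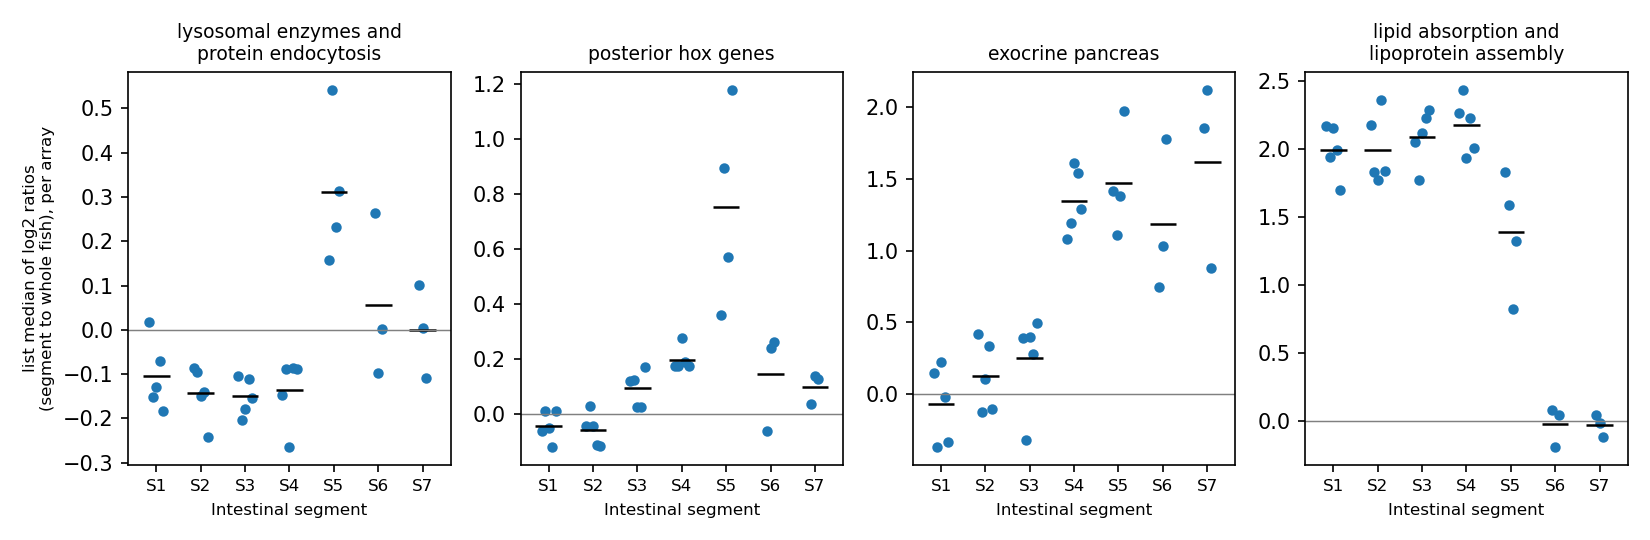
Median log2 ratio to whole fish of the lysosomal, posterior hox, exocrine pancreas and lipid absorption gene lists; each point is an array of segments S1 to S7. The pancreas median is at most 0.493 on the S1-S3 arrays and at least 0.748 on the S4 to S7 arrays, with 19 of its 25 genes saturated on S1-S5 arrays. Over the 6 genes saturated on no array, the mean of the array medians is lower in S6 and S7 (-0.36) than in S1-S3 (0.65).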

If segments S1-S4 are small intestine-like, then we investigated whether S5-S7 expresses gene markers for the large intestine. Two genes, *cfl1 *(*cofilin1*) and *aqp3 *(*aquaporin 3*), distinguish segments S5-S7 from S1-S4. 

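In S5, cfl1 and aqp3 lay below the whole-fish level, as they did in S1-S4, and neither differed from S1-S4 by the test. The mean log2 ratio of cfl1 in S5 was -1.76 ± 0.88 (SD, n = 4), a difference from S1-S4 of 0.45 (standard error 0.241, adjusted p = 0.509 from limma), or of 0.06 without S5 replicate 3 (adjusted p = 0.981). For aqp3a, the water and glycerol channel, S5 had -3.66 ± 1.57 (n = 4), a difference of 0.37 (standard error 0.39, adjusted p = 0.86), or of -0.40 without that array (adjusted p = 0.793). The rise of both genes lay between S5 and S6, with a log2 difference for cfl1 of 2.78 (adjusted p = 2.41e-07). Of 25 genes of water and ion transport, S5 was higher than S1-S4 at 1 and lower at 2 (adjusted p = 0.934 by camera). These were aqp8a.1, which rose by 1.03 (adjusted p = 0.000525), and aqp10a and the carbonic anhydrase gene ca2, which fell, ca2 by 1.18 on the log2 scale (adjusted p = 0.000483).

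**Figure D3:**
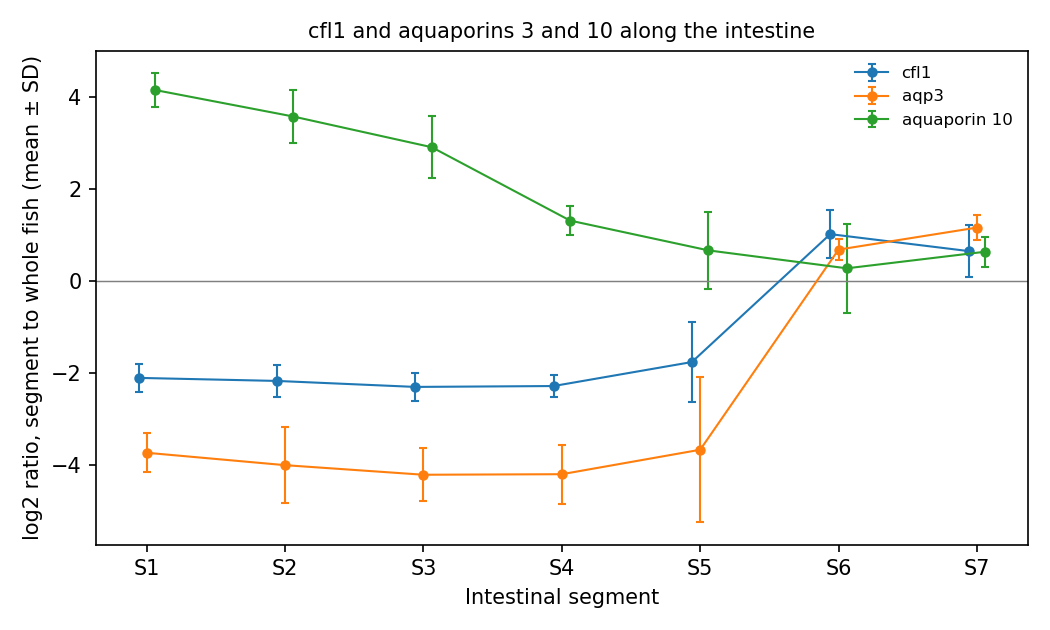
Log2 ratio to whole fish of cfl1, aqp3 and aquaporin 10 in segments S1 to S7; each point is the mean of a segment's arrays and each bar its SD. The S5 means of cfl1 and aqp3 are -1.76 and -3.66.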

*Cfl1 *belongs to a family of actin-binding proteins and mediates dynamic stabilization of actin filaments [30]. 

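The actin-binding protein gene cfl1 was read by 3 probes, and a rise toward the caudal end was seen with the brightest of them. By that probe cfl1 had log2 ratios to whole fish of -2.10 ± 0.30 in S1 (SD, n = 5), -2.17 ± 0.36 in S2 (n = 5), -2.30 ± 0.31 in S3 (n = 5) and -2.28 ± 0.24 in S4 (n = 5). It was above the whole-fish level in S6, at 1.02 ± 0.52 (n = 3), and in S7, at 0.65 ± 0.56 (n = 3). Relative to S1-S5 it rose by 3.14 in S6 (standard error 0.27, adjusted p = 2.18e-10 from limma) and by 2.77 in S7 (adjusted p = 2.12e-09). A second probe, annotated as cfl2l in the files, differed by 0.25 in S6 (adjusted p = 0.396), where it exceeded the background in Cy5 on 1 of 3 arrays. The third differed by 0.13 in S6 (adjusted p = 0.514) and exceeded the background in Cy5 on 3 of 24 S1-S5 arrays and 2 of 3 S6 arrays, and neither of these probes exceeded it in S7. Control spots of the beta-actin gene actb2 stood at a median percentile of 99.0 among the whole-fish signals of S1-S5 arrays and of 91.4 in the S6 and S7 arrays, with 47.1 in S6 replicate 2.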

Our microarray and real time RT-PCR data (Figure 4A, F) indicate that *cfl1 *is primarily expressed in segments S5-S7, but down-regulated in the first four segments. Analysis of rat EST database suggests that *cfl1 *is expressed in the large intestine but not in the small intestine (Unigene's EST profile viewer, Unigene Rn.11675, NCBI). Similarly, our microarray data indicated increased expression of Aqp3, an osomoregulatory channel protein on membrane of epithelial cells [31], particularly in the large intestine of mammals [32] and mucus cells of the posterior intestine of teleost eel [33], in segments S6 and S7 (Figure 4A, Dr.76207). 

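Aqp3a was far below the whole-fish level in the anterior segments and above it in S6 and S7. Its log2 ratio was between -4.21 and -3.73 in S1 to S4, 0.68 ± 0.23 in S6 (SD, n = 3) and 1.16 ± 0.27 in S7 (n = 3). The rise over S1-S5 was 4.64 in S6 (standard error 0.436, adjusted p = 1.13e-09 from limma) and 5.12 in S7 (standard error 0.436, adjusted p = 1.83e-10), with all 6 arrays above every S1-S5 array. A weaker probe of the same gene was higher in S6 (adjusted p = 1.08e-05) and in S7 (adjusted p = 9.94e-07), but exceeded the background in 1 of 3 S6 arrays and in 0 of 3 S7 arrays. On 24 arrays of S1-S5 the aqp3a signal exceeded the background in Cy5 on 14. Across all probes, the difference of S7 from S1-S5 had a slope of -0.935 on the S1-S5 mean, so probes far below the whole-fish level in S1-S5 were higher in S7 in general.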

Aquaporins are water channel proteins that facilitate water movement, hence increase water permeability, across cell membrane and the increase expression of Aqp3 is therefore important for absorption of water in the intestine, in particular, for the faecal dehydration in the large intestine. In line with this, the mammalian aquaporin 3 is expressed along the gastrointestinal tract, with its highest expression in the colon [31,32]. Thus, while segments S1-S5 possess molecular features of small intestine, segments S6 and S7 have molecular features of large intestine with segment S5 as a transitional region).

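The step in the log2 ratios was small along S1 to S5 and large between S5 and S6. At that border the arrays changed as well, to small spots and another whole-fish signal, which alone differed 2-fold at 11591 probes. A step between the tissues therefore cannot be told apart from a change of arrays or reference there. S2 was higher than S1 at 8 probes and lower at 68, S3 than S2 at 26 and 11, S4 than S3 at 3 and 3, and S5 than S4 at 102 and 49, all by limma at an adjusted p under 0.05. With median centring S2 was higher than S1 at 5 probes and lower at 2, and S3 than S2 at 11 and 58, and from the authors' value table S2 was higher than S1 at 119 and lower at 175, so the balance of these small steps depends on the normalization. Between S6 and S5, 4612 probes were higher and 4015 lower. Of 32 intestinal transcription factor genes, S6 was lower than S1-S5 at 22 and higher at 4 (23 and 4 when adjusted over the list alone; adjusted p = 4.23e-06 by camera, and 0.0316 with an estimated correlation). S7 was lower at 21 and higher at 3 (22 and 3 over the list alone; adjusted p = 2.67e-05, but 0.0515 with an estimated correlation). Creb3l3a, a regulator of apolipoprotein genes, fell by 3.42 on the log2 scale in S6 (a second probe differed by -0.42, adjusted p = 0.141), hnf4a, a regulator of enterocyte genes, by 2.83, and in S7 gata5 fell by 3.12 and gata6 by 2.91. The retinoid receptor genes rxrba and rxrab and klf2a rose, rxrba by 4.76 in S6 and 4.79 in S7. The median of the transcription factor list lay above the whole-fish level in S1-S5, and such probes were lower in S6 and S7 in general. Over all probes the differences had slopes of -0.953 (S6) and -0.935 (S7) on the S1-S5 mean. In S5 this list had 2 higher and 2 lower members (adjusted p = 0.577), with the caudal factor cdx4 up by 1.77 (adjusted p = 0.000269), ascl1a by 0.83, creb3l3a down by a log2 ratio of -0.74 and hnf4b by -0.66. Of 11 goblet cell and mucus genes, 6 were lower and 3 higher in S6 (adjusted p = 0.195) and 6 lower and 2 higher in S7 (adjusted p = 0.222), with none in S5 at either side (adjusted p = 0.188). Among them agr2, a foldase of mucin synthesis, fell by 2.16 in S6 and by 1.81 in S7, and the sialyltransferase gene st6gal1 rose by 1.81 and 2.03. Without S2 replicate 5 the S2 and S1 difference took in 202 probes and the S3 and S2 difference 210, without S1 replicate 2 the former took in 10 and without S2 replicate 3 the latter 17, and the log2 ratios of S1-S5 arrays correlated with those of S6 and S7 arrays at a mean r of 0.0793.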

### Analysis of gene ontology (GO) along the anterior-posterior axis

To infer the functions of the intestinal segments, 2-fold up-regulated genes against the whole fish reference RNA were extracted for the three groups, S1-S5 (891 genes), S6 (1147 genes), and S7 (1107 genes). 

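Relative to the whole fish, more genes were abundant in S1-S5 than in S6 or S7. In S1-S5, 1622 probes were at least 2-fold up at an adjusted p under 0.05 from limma (784 genes), in S6 281 (145 genes) and in S7 562 (256 genes). S1-S5 had 24 arrays and S6 and S7 had 3 each. The threshold on p was thus easier to pass in S1-S5, and the counts were not matched for this. S6 and S7 had 141 of these probes in common, where 7.38 would be if the sets were independent. S1-S5 had 24 in common with S6 (21.3 if independent) and 55 with S7 (42.6 if independent), and 15 probes were in all 3 sets. Without S6 replicate 2 the S6 set held 798 probes. With a threshold of 1.5-fold the sets held 3424, 1390 and 1719 probes. The Cy3 signal, which carries the whole fish, exceeded the background at 60.8% to 84.5% of spots in the S6 and S7 arrays. Among 9800 probes with a similar reference signal in all segments, chosen after the data were seen, the sets held 750, 103 and 209 probes.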

We envision that these significantly up-regulated genes should better represent specific functions of different intestinal segments and thus gene ontology analyses were carried out for these genes using GOTree Machine [34]. Significantly enriched (p-value < 0.01) categories in each region are shown in Additional file 4.

As expected from a major metabolic organ, the intestine of zebrafish harbours a rich collection of genes involved in metabolism, molecular transport and localization, catalytic activities among others. However, major differences were found between the three groups of S1-S5, S6 and S7. There are 56 categories that were statistically enriched in S1-S5, but only 6 categories in S6 and 8 categories in S7. Among these enriched categories, up-regulated genes in S1-S5 are involved in a wide range of metabolic processes, including metabolism of fatty acid, organic acid, lipid, vitamin, heme, alcohol, glucose, hexose, monosacchride, carbohydrate, etc. 

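Many genes of fat uptake and fat oxidation were lower in S6 and S7 than in S1-S5. Of 36 genes of lipid absorption and lipoprotein assembly, S6 was lower than S1-S5 at 27 and higher at 4 (28 and 4 when adjusted over the list alone; adjusted p = 9.9e-12 by camera, and 0.0035 with an estimated correlation). In S7, 25 were lower and 4 higher (adjusted p = 1.85e-11). The list's median log2 ratio was 1.96 in S1-S5, -0.06 in S6 and -0.04 in S7, and without probes saturated on any array its adjusted p was 9.44e-07 in S6 and 1.69e-06 in S7. Of 37 genes of fatty acid oxidation and the peroxisome, 21 were lower and 1 higher in S6 (adjusted p = 1.9e-05, but 0.0637 with an estimated correlation), and 21 lower and 2 higher in S7 (22 and 2 over the list alone; adjusted p = 7e-05, but 0.0862 with an estimated correlation). Scp2a, a sterol carrier, fell by 1.94 on the log2 scale in S6 and by 1.89 in S7, the peroxisome division gene pex11g by 1.63 in S6, cpt2, which brings fatty acids into mitochondria, by 1.59 in S6, and hsd17b4, of peroxisomal oxidation, by 2.36 in S7. Acad11 rose in S6 (0.80), and agxtb (0.56) and pex19 (0.53) in S7. Glycolysis and gluconeogenesis genes went both ways: of 38, 15 were higher and 12 lower in S6 (adjusted p = 0.735) and 14 and 15 in S7 (adjusted p = 0.752), with median log2 differences of 0.01 and 0.26 where the test pointed downward. Within S1-S5, S5 was lower than S1-S4 at 3 of these and higher at 1 (10 and 2 over the list alone; adjusted p = 0.0303, but 0.314 with an estimated correlation). They were ldha, which makes lactate (-1.08, adjusted p = 0.000448), tpi1b (-0.68) and mdh2 (-0.59), and the enolase eno1b, which rose (1.31); the list's call ended without S5 replicate 5 (adjusted p = 0.126), without S5 replicates 1 (0.0677) or 2 (0.0529) and without saturated probes (0.127). Beta-oxidation genes in S5 numbered 2 lower and 0 higher (adjusted p = 0.0898), with acadm at -0.63 and etfb at -0.56. The spots of gapdh, a glycolytic gene printed as a control, ranked at a median percentile of 99.8 in the whole-fish signal of S1-S5 arrays and of 90.2 in that of S6 and S7 arrays. Across all probes, the differences from S1-S5 had slopes of -0.953 (S6) and -0.935 (S7) on the S1-S5 mean. The lipid and oxidation lists were high in S1-S5, so their calls in S6 and S7 largely restate those levels.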

(Additional file 4). They also play important roles in energy generation and homeostasis of ion, iron and cations. 

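Genes of iron, heme, water and ion handling were split between rises and declines toward S6 and S7. Of 25 genes of iron and heme metabolism, 8 were higher and 6 lower in S6 than in S1-S5 (adjusted p = 0.888 by camera), and 6 higher and 9 lower in S7 (adjusted p = 0.543). The ferric reductase gene cybrd1 rose by 2.56 in S6 and by 3.23 in S7, while slc40a1, the iron exporter ferroportin, fell by 1.68 on the log2 scale in S6 and by 1.73 in S7. In S5, 1 gene of this list rose, hebp2 (1.17, adjusted p = 0.00111), and none fell (adjusted p = 0.475). The water and ion transport list had 8 higher and 10 lower members in S6 (adjusted p = 0.446) and 8 and 11 in S7 (adjusted p = 0.447), with median log2 differences of 0.10 and 0.23 where the test pointed downward. Subunits of the sodium pump moved apart, with atp1b1a at a log2 difference of -2.41 in S6 and -2.80 in S7 and atp1b3b higher by 2.28 and 2.37. Ca15b was among the genes with the largest rise in S7 (5.49, standard error 0.508, adjusted p = 8.4e-10 from limma), from -5.74 in S1-S5. It exceeded the background there on 11 of 24 arrays, so the size of this rise depends on the background offset.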

Notably, a group of genes are associated with catalytic activities such as hydrolase activity and transferase activity, which are important for the absorptive function of the small intestine. 

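Many enzymes and transporters of the absorptive surface were lower in S6 and S7 than in S1-S5. Of 14 brush border and digestive hydrolase genes, 10 were lower and 1 was higher in S6 (adjusted p = 0.000204 by camera, and 0.0174 with an estimated correlation), and 10 lower and 3 higher in S7 (adjusted p = 0.000384, and 0.0217 with an estimated correlation), with the same counts when adjusted over the list alone. The largest declines in S6 were in ezra, which links microvilli to actin (-3.17), the aminopeptidase gene enpep (-2.75) and the scaffold gene pdzk1 (-2.75). Ggt1a, a gamma-glutamyltransferase gene, rose by 3.28 in S6 and by 1.83 in S7, and cdhr1a (0.76) and ezrb (0.54) rose in S7. Of 22 nutrient transporter genes, 13 were lower and 2 higher in S6 (adjusted p = 0.000175, and 0.0445 with an estimated correlation), and 16 lower and 4 higher in S7 (adjusted p = 0.0013, but 0.0753 with an estimated correlation), again with the same counts over the list alone. Slc5a1, the sodium glucose cotransporter, fell by 3.45 on the log2 scale in S6 and by 3.32 in S7, and the amino acid transporter subunit slc3a2a by 2.88 and 2.84. The paralog slc3a2b rose by 1.88 and 2.25, the folate transporter slc46a1 by 1.46 and 1.39, and in S7 the glucose transporter genes slc2a2 by 0.76 and slc2a1a by 0.44. In S5 the transporters went both ways, with 4 of 22 higher and 3 lower than in S1-S4 (adjusted p = 0.105), among them the glutamate transporter slc1a1 (3.57, standard error 0.308, adjusted p = 4.66e-09) and slc6a19b, a neutral amino acid transporter (2.44). Enpep rose in S5 (1.07, adjusted p = 0.000411) and the nucleotidase gene nt5e fell by 0.60 (adjusted p = 0.0464), and the brush border list as a whole had an adjusted p of 0.903. Of all tested probes, the intestine signal in Cy5 alone differed 2-fold between S6 and S7 arrays and S1-S5 arrays at 10536. Across all probes, the differences from S1-S5 had slopes of -0.953 (S6) and -0.935 (S7) on the S1-S5 mean. Genes high in S1-S5 were therefore lower in S6 and S7 in general, and the list calls there largely restate the S1-S5 levels.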

The variety of GO categories in the S1-S5 group supports the multiple functions of this part of zebrafish intestine with features of the small intestine (to be discussed below).

The S6 and S7 groups, on the other hand, only show a few statistically enriched categories. For example, genes from S6 are involved in oxidoreductase activities while genes from S7 are enriched in biosynthesis of vitamin and pyridine nucleotide (Additional file 4). They are also involved in intracellular signaling and pentosyl/phosphoribosyl transferase activity. It seems that segments S6 and S7 represent two regions of zebrafish intestine that perform tasks apparently different from those of S1-S5.

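Of 83 genes of oxidative phosphorylation, 41 were lower and 5 higher in S6 than in S1-S5 (43 and 7 when adjusted over the list alone; adjusted p = 1.14e-05 by camera, but 0.0527 with an estimated correlation). In S7, 37 were lower and 5 higher (35 and 5 over the list alone; adjusted p = 0.000143, but 0.0898 with an estimated correlation). The list lay above the whole-fish level in S1-S5, and such probes were lower in S6 and S7 in general. The differences had slopes of -0.953 (S6) and -0.935 (S7) on the S1-S5 mean over all probes. The largest declines were in the cytochrome oxidase genes cox6b1 (-2.56 in S6, -2.37 in S7) and cox5b2 (-1.68 in S6), in ndufa4b (-1.46 and -1.56) and in the ATP synthase gene atp5f1d (-1.97 in S7), while the assembly factor gene ndufaf2 rose by 1.67 and 1.08. S5 was lower than S1-S4 as a list (adjusted p = 2.88e-05, but 0.0637 with an estimated correlation), with no single member past the test. Of 38 genes of vitamin and retinoid metabolism, 15 were lower and 7 higher in S6 (15 and 9 over the list alone; adjusted p = 0.0833), and 15 lower and 8 higher in S7 (adjusted p = 0.0493, but 0.196 with an estimated correlation). Bco1l and bco1, enzymes that split carotenoids, fell by 4.01 and 2.71 on the log2 scale in S6, and the retinol dehydrogenase rdh1 fell by 2.49 in S6 and by 2.89 in S7. Rdh10b rose by 2.41 in S6 and by 2.45 in S7, and cyp26b1, which degrades retinoic acid, by 1.75 and 1.16. In S5 rdh12l fell by 1.00 and cyp26a1 rose by 0.98 (adjusted p of the list 0.752). The S7 call of the vitamin list ended with scale normalization (adjusted p = 0.0722), the replicate block (0.0699) and the authors' table (0.0703), and in sets chosen after the data were seen, it was 0.228 among probes with a similar reference signal and 0.0755 among those saturated on no array.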

### Cross-species Gene Set Enrichment Analysis (GSEA) indicates the segments S1-S5 to be multi-functional

An independent approach to confirm the identity of the intestine sections as small and large intestine is by taking the three gene set pools from S1-S5, S6, and S7 and comparing them by GSEA analysis against the whole transcriptomes of the mouse and human stomach, small intestine and large intestine (GDS182 and GSE2361, GEO database, NCBI). Results, summarized in Table 1, show segments S1-S5 closely resemble the small intestines of mouse and human with highly significant FDR values (<0.001). Segments S1-S5 show little resemblance to stomach (mouse FDR = 0.06; human FDR = 0.68) and no resemblance to the human cecum. Gene ontology analysis shows that majority of the genes corresponding to the leading edge of the GSEA curve are involved in the metabolism of lipid, fatty acid, cholesterol and glycerolipid, or involved in peptidase, oxidoreductase activity, reminiscent of the activities of the mammalian small intestine (data not shown).

**Table 1:** Comparison of transcriptome similarity of zebrafish intestinal segments and human/mouse intestines by GSEA analyses

Human/mouse intestines	**Zebrafish intestinal segments**^**#**^			GEO accession
		
	S1-S5	S6	S7	
Mouse stomach	0.06*	1.00	0.94	GDS182

Human stomach	0.68	0.63	0.55	GSE2361

Mouse small int.	<0.001***	0.34	0.40	GDS182

Human small int.	<0.001***	0.21*	0.86	GSE2361

Mouse cecum	0.17*	0.28*	0.21*	GDS182

Human cecum	1.0	<0.001***	0.016**	GSE9254

Human colon	<0.001***	1.00	0.90	GSE2361

Human sigmoid colon	<0.001***	0.015**	0.038**	GSE9254

Human rectum	<0.001***	<0.001***	0.003***	GSE9254

^#^Numbers represent False Discovery Rate (FDR): *** highly significant (p < 0.01); ** significant (p < 0.05); * marginally significant (p < 0.25).

In contrast to segments S1-S5, segment S6 closely resembles the cecum and rectum of the human large intestine (FDR < 0.001), while segment S7 resembles human rectum only (FDR = 0.003). Gene ontology analysis shows that S6 resembles human cecum in glycolysis, oxidoreductase activity, metabolism of amino acid, amine derivative, organic acid, carboxylic acid and alcohol. While in S7, metabolism of membrane lipid was found to be enriched. Water retention is a common function in mammalian large intestine. Consistent with this, several aquaporin genes, including *aquaporins 1, 3 *and *10 *are highly expressed in S6/S7. In particular, Aquaporin 3 is well known a key component of faecal dehydration in mammalian colon [31,32]. 

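Of the aquaporins 1, 3 and 10, aquaporin 10 was highest in the rostral intestinal bulb and declined toward the caudal end. Aqp10a, a channel for water and glycerol, had a log2 ratio of 4.15 ± 0.36 in S1 (SD, n = 5), 3.57 ± 0.58 in S2 (n = 5), 2.90 ± 0.67 in S3 (n = 5), 1.31 ± 0.32 in S4 (n = 5) and 0.66 ± 0.83 in S5 (n = 4). In S6 it was 0.28 ± 0.96 (n = 3) and in S7 0.64 ± 0.33 (n = 3). S5 lay below S1-S4 by -2.32 (standard error 0.303, adjusted p = 6.61e-06 from limma) and S6 below S1-S5 by -2.24 (adjusted p = 3.5e-06). S7, where the probe did not exceed the background, was lower than S1-S5 (adjusted p = 3.65e-05). Aqp1a.1 exceeded the background in Cy5 on 5 of 24 S1-S5 arrays, 1 of 3 S6 arrays and 0 of 3 S7 arrays, so these arrays do not measure its level.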

Interestingly, although S1-S5 most closely resembles the small intestine, we detected some significant similarity with functions found in the human colon and rectum (Table 1), suggesting that the zebrafish segments S1-S5 may have broader functions. This phenomena may reflect the less specialized and differentiated features of fish intestine as a primitive species of vertebrates. This is particularly true for fish "small intestine" (S1-S5) as it constitutes more than two thirds of the length of the intestine.

In summary, GSEA analysis supports that segments S1-S5 of zebrafish intestine possess features of a mammalian small intestine, while segments S6 and S7 possess features of a mammalian large intestine (with S7 resembling rectum in particular).

### Stomach-like functions of the intestine

A striking feature of the zebrafish anatomy is the absence of stomach [9,35]. To understand whether the gut carries out a cryptic gastric function, we examined the zebrafish genes encoding enzymes including pepsin and some digestive proteases with implications of functions of a stomach. Mammalian pepsinogens are classified into three major groups and two minor groups [36,37], however, a pepsinogen gene in zebrafish has never been reported. We searched for potential pepsinogen sequences in the zebrafish genome. First, we conducted a BLAST search against the Ensembl genome database http://www.ensembl.org using sequences of human PGC (PEPSINOGEN C) and PGA (PEPSINOGEN A) but did not detect any significant hits relevant to the pepsinogen gene. Then in a more specific TBLASTN search [38] using the pfam00026 domain that is well conserved across all aspartic proteases in vertebrates, we identified pepsinogen genes as well as some aspartic protease genes in human, mouse, Xenopus and Fugu fish, together with a few zebrafish aspartic protease genes and a putative gene sequence encoding a hypothetical protein NP956325.1. To determine whether these zebrafish sequences could represent a pepsinogen gene, relevant amino acid sequences were aligned, a phylogenetic tree was constructed using quartet puzzling algorithm implemented in the Tree-Puzzle program [39], and the result was visualized by TreeViewX [40]. Our analysis suggests that the zebrafish has genes coding for rennin, nothepsin and several members of cathepsins (Figure 5). However, none of these zebrafish genes resemble the mammalian pepsinogen genes. The genome search results and phylogeny analysis results together suggest that the pepsinogen gene locus is not present in the zebrafish genome.

**Figure 5:**
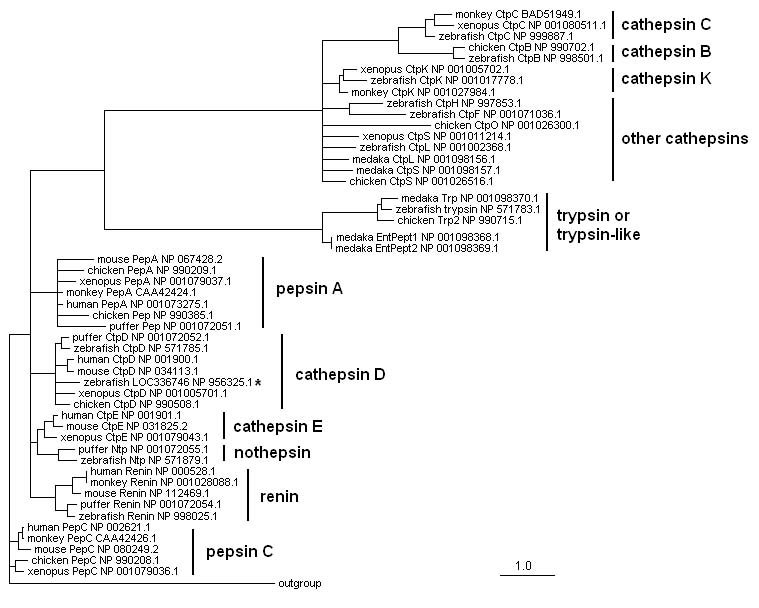
**Phylogenetical analysis of zebrafish genes encoding aspartic proteases**. The amino acid sequences of zebrafish digestive proteases were compared with those from other species, including mammals, amphibians and fishes. The parasite aspartic protease (*Haemonchus contortus*), CAA96571, is used as the outgroup. * indicates a candidate hypothetical protein product.

Whereas pepsinogen is not encoded in the zebrafish genome, other stomach markers may be expressed by the intestine. For example, *lipf *is a gastric lipase gene encoding an acidophilic lipase known to be secreted by mammalian gastric chief cells [41,42]. Its expression in human is restricted to esophagus, stomach and several other tissues, but not in the intestine (Unigene's EST profile viewer, UniGene Hs.523130, NCBI database). In contrast, *lipf *is expressed in all seven segments of the zebrafish intestine and not restricted to any particular segment (Figure 4A).

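Lipf was above the whole-fish level in S1 to S5 and highest in S5. The log2 ratio of this gastric lipase gene was 1.09 ± 0.13 in S1 (SD, n = 5), 0.89 ± 0.28 in S2 (n = 5), 0.86 ± 0.31 in S3 (n = 5), 1.14 ± 0.16 in S4 (n = 5) and 1.90 ± 0.06 in S5 (n = 4). S5 exceeded S1-S4 by 0.90 (standard error 0.193, adjusted p = 0.00547 from limma), with every S5 array above every S1-S4 array. In S6 it was 0.18 ± 0.43 (n = 3), a difference from S1-S5 of -0.99 (standard error 0.216, adjusted p = 0.000362), and 2 of 3 arrays exceeded the background. In S7 it was -0.15 ± 0.91 (n = 3), no array exceeded the background, and the level was lower than in S1-S5 (adjusted p = 9.14e-06). Of the 8 measured stomach marker genes, lipf among them, 3 were lower and 2 higher in S6 (adjusted p = 0.706 by camera; median -0.56, mean 0.08) and 4 lower and 2 higher in S7 (adjusted p = 0.665). In S5 the chitinase gene chia.1 fell (adjusted p = 3.85e-07) to -1.90, with Cy5 saturated on 17 of 20 S1-S4 arrays, and the list did not differ (adjusted p = 0.248). With scale normalization the S5 rise of lipf had an adjusted p of 0.0866.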

## Discussion

For comparison of similarity between zebrafish fragments, we used differentially expressed genes generated by ANOVA (Figure 2 and Additional file 2). For GO (Additional file 4) and GSEA (Table 1) analyses, we selected 2-fold up-regulated genes against the reference RNA (total whole adult fish RNA) and this selection was independent of the initial set of differentially expressed genes selected by ANOVA for similarity analyses. Our approach would filter out ubiquitously expressed housekeeping genes. Abundantly expressed intestine-specific or enriched transcripts will be retained by the 2-fold selection as their concentrations in the total fish RNA pool would be diluted much more than 2 fold. We have also tried 1.5-fold selection, basically the same GSEA results were obtained (data not shown).

The results in this study document that the zebrafish intestine is regionally segmented into a small intestine and large intestine. This conclusion is supported by morphology and three lines of independent analysis of gene expression profiles from seven segments of the intestine. Clustering analysis reveals a general similarity between S1-S5 and differences between S6 and S7 and the degree of similarity is measured by the degree of overlap in gene sets expressed in neighboring segments. Second, we showed that well-known markers of the mammalian small and large intestine such as *villin, fabp2*, and *cof1 *are differentially expressed along the anterior-posterior axis. Finally by ontologies of genes expressed in the segments are consistent with small and large intestine function and confirmed by whole transcriptome comparisons with human and mouse small and large intestine gene sets. Based on these findings, we suggest that the intestinal bulb, mid-intestine, and the anterior third of the caudal intestine corresponds to the small intestine of the mammalian gut while the remaining posterior portion of the caudal intestine corresponds to the large intestine terminating with the rectum.

In comparison with the mammalian intestine, the zebrafish intestine has a simple architecture with the intestinal lining folded into villar ridges rather than distinct finger-shaped villi of the mammalian small intestine. In cross section, a ridge appears identical to a villus and thus may be an evolutionary precursor to discrete villi. In support of this idea, an intermediate stage (from D8-D8.5) in the morphogenesis of the chick intestine includes the initial formation of longitudinally oriented previllous ridges that buckle into a zig-zag pattern and eventually form villi in adult intestine. Thus, in birds, ridges are embryological precursors to villi [43].

In addition to the lack of well-defined villi, the zebrafish intestine lacks well-defined crypts, infoldings of the intestinal surface where stem cells and proliferating cells are located [8,9]. Intestinal crypts are normally found at the base of the villus or lining the colon of the large intestine. In the zebrafish intestine, mitosis is restricted to the base of the villar ridges ([9,10] and our unpublished data), suggesting that the Crypts of Lieberkuhn are specializations of the mammalian intestine. This arrangement also raises questions about the dynamics of epithelial renewal because cell proliferation in the intestine is balanced by apoptosis at the villus tips. Location of apoptosis in the adult zebrafish intestine is rarely reported but we find most cell death occurs in the distal portion of the villar ridges and apoptosis is much more active when compared with mammalian intestines (our unpublished data). In contrast, apoptosis in the embryonic and larval zebrafish intestine goes undetectable until morphogenesis has completed [8,9], while apoptosis occurs throughout the development of the mouse duodenum [44] but is reduced to a few cells per villus during adulthood [45].

Like many other fish including cyprinids and others [46], the zebrafish has evolved into a stomachless fish [9]. The absence of a functional pepsinogen gene from the digestive tract is not unique to zebrafish but also occurrs in medaka fish (*Oryzias latipes*) and other stomach-less fishes. Interestingly, the expression of pepsinogen gene in another stomchless fish, the puffer fish (*Takifugu rubipes*), is restricted to its skin tissue, adopting different functions [35]. Without a stomach, digestion and absorption must begin as early as possible in the limited length of the zebrafish digestive tract. Ingested food is temporarily stored in the rostral intestinal bulb that bulges like an elastic sac, where food starts to be broken down in the absence of a stomach [47] and the entire length of the intestine may serve to degrade food.

Based on analysis in larval zebrafish and other cyprinids, previous reports raised that the posterior zebrafish intestine may be analogous to the mammalian colon [48,49]. This has also been proposed in a recent study based on histological data and molecular markers [9]. Here our transcriptome data provide more solid evidence that this part of intestine in adult zebrafish resembles mammalian colon and rectum and moreover, segments S6 and S7 distinguish themselves from each other.

## Conclusions

In the present study, the entire intestine of adult zebrafish was systematically examined at the levels of anatomy, histology and transcriptome. Despite the lack of crypts and evident structural distinction throughout most of the length of intestine, our genome-wide gene expression data have shown that the rostral, mid, and caudal portions of the zebrafish intestine have distinct functions analogous to the mammalian small and large intestine, respectively. Organization of ridge structures represents a unique feature of zebrafish intestine, though they produce similar cross sections to mammalian intestines. Evolutionary lack of stomach, crypts, Paneth cells and submucosal glands has shaped the zebrafish intestine into a simpler but unique organ in vertebrate intestinal biology. This scenario may represent an evolutionary primitive feature of the digestive tract, where functional regionalization precedes morphological regionalization in a low vertebrate.

## Methods

### Maintenance of zebrafish and dissection of zebrafish intestine

*Danio rerio *of about one year old were maintained following established protocols [50] and in compliance with Institutional Animal Care and Use Committee (IACUC) guidelines. Zebrafish were euthanized by 0.1% 2-phnoxyethanol and their intestines were isolated and cut into seven segments along the anterior and posterior axis, as shown in Figure 1B. The seven segments were labeled S1, S2, S3, S4, S5, S6 and S7, respectively.

### Paraffin sectioning of zebrafish intestine

Intestinal segments were fixed in 4% paraformaldehyde in phosphate buffered saline at room temperature overnight. Then the intestine samples were dehydrated in 70% ethanol overnight and further dehydrated in ethanol with increasing gradients (75%, 90%, 95% and 100%). The samples were cleared in 100% Histoclear II (National Diagnostics, US) for 30 min twice, embedded in liquid paraffin at 58°C for 30 min, then changed into fresh paraffin for final embedding at 58°C overnight. Finally, the samples were sectioned at 7 *μ*m on a Reichert-Jung 2030 microtome (Leica, Germany) and collected onto Fisher SuperFrost slides. The slides were left on a heating block at 42°C overnight before further assays were conducted.

### Hematoxylin & Eosin & Alcian blue staining

Tissue sections were stained by Meyer's hematoxylin for 10 min, rinsed in tap water, stained by eosin for 1 min, followed by dips in acidic ethanol and rinse in tap water. They were stained by alcian blue (Biogenex, US) for 10 min and rinsed in tap water. Finally, the slides were dehydrated in ethanol of increasing gradients (75%, 90%, 95% and 100%), cleared by HistoClear II (National Diagnostics, US), mounted with DePeX (EMS, US) mounting medium and covered by coverslips. Images were taken using a Zeiss Axiovert imaging system.

### Quantitative real-time PCR

Quantitative real-time PCR was carried out in 96-well plates on a LightCycler 480 system (Roche, Swiss). The PCR reaction was set up according to the manufacturer's protocol with optimization of primer-specific annealing temperature and extension time. PCR products were labeled by SYBR Green dye. All gene expression levels were measured and normalized against the level of house-keeping gene *bactin1 *expression.

### Microarray experiments

Intestines were isolated from male adult zebrafish, quickly rinsed in 1× phosphate buffered saline/diethylpyrocarbonate, and cut into seven segments according to Figure 1B. To maintain a more homogenous molecular background, only male fish were used for microarray analyses. The same segments from every 10 fish were pooled as one biological replicate and they were kept in liquid nitrogen till extraction of RNA. RNA was double-extracted using Trizol (Invitrogen, USA). A total of five replicates were prepared for each segment. For each replicate, 10 *μ*g RNA was reverse-transcribed into cDNA with incorporation of aminoallyl-dUTPs. Later the samples were hybridized onto in-house spotted microarray chips with labeling by Cy5 as described previously [51]. RNAs from whole fish were used as reference for all experiments and labelled by Cy3. The arrays contained 22 K oligonucleotide probes where 16.4 K probes were designed by Compugen (USA) [51] and the remaining probes were in-house designed by the bioinformatics group in Genome Institute of Singapore (GIS). The complete list of gene probes has been submitted to GEO database with the access number GSE20884. For each gene probe, one 65-mer oligonucleotide probe was designed from the 3' untranslated region for maximizing gene specificity. 172 copies of the beta-actin gene probe were included in each array as calibration spots. All of the oligonucleotide probes were synthesized from Sigma and spotted on glass slides using the Genemachine robotic spotter/arrayer (Genomic Solutions, Ann Arbor, MI, USA) housed at GIS [52]. After hybridization, the microarray chips were scanned and graded, and raw data went through two rounds of normalization: They were first normalized within each single array and second normalized across the whole collection of arrays, using LOWESS method implemented in Gene Cluster 3.0 during the pre-processing stage.

### Identification of differentially expressed genes from the microarray data

Pre-processed microarray data were visualized and subjected to one-way ANOVA test using MeV MultiExperiment Viewer software [18]. One-way ANOVA test was performed using a critical p-value of 0.1 with standard Bonferroni correction for all seven intestinal segments. The selected genes were used for clustering and expression pattern analysis to compare the similarity and differences in the seven segments.

### Gene ontology (GO) analysis by GO Tree Machine

Up-regulated genes were selected for each individual segment based on the fold changes of their expression levels (at least two told up against the RNA of pooled adult zebrafish and FDR adjusted p-value < 0.05). Gene ontology was carried out using GOTree Machine, which is a web-based tool developed by the Vanderbilt University to analyze gene ontology for a given set of genes [34]. It compares the distribution of genes in the gene set of interest in each GO category to those in the reference gene set, i.e. the transcriptome of zebrafish in our case. Gene information was retrieved from GeneKeyDB, a database that integrates gene information from Ensembl, Swiss-Prot, HomoloGene, Unigene, Gene Ontology Consortium and Affymetrix etc. Statistical tests were used for the assessment of enrichment of each gene category.

### Gene Set Enrichment Analysis (GSEA)

GSEA is a computational method that determines whether a priori defined set of genes shows statistically significant, concordant differences between two biological samples; it calculates an enrichment score using a running-sum statistic through a ranked list of gene expression data set [53]. In this work, the software GSEA2.0 developed by the Broad Institute [53] was used. The statistical significance of the enrichment score was estimated by using an empirical phenotype-based permutation test procedure. A false discovery rate was provided by introducing adjustment of multiple hypothesis testing.

## Authors' contributions

Conceived and designed the experiments, and analyzed the data: ZW JD PM ZG. Contributed reagents/materials/analysis tools: SHL SM. Wrote the paper: ZW PM ZG. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Anatomy of adult zebrafish showing the digestive tract**. A composite of H&E sections from the medial-longitudinal plane of a male zebrafish reveals the main components of the digestive tract. Scale bar, 500 *μ*m. Click here for file

Additional file 2 **Overlap analysis of down-regulated genes in adjacent segments**. The number and percentage of overlapping genes are indicated within and below the intersection respectively. Click here for file

Additional file 3 **Expression of fabp2 gene in adult zebrafish intestine**. (A) Isolation of an intestine from a *Tg(fabp2:RFP) *fish. (B) Expression of *fabp2 *in a *Tg(fabp2:RFP) *fish as indicated by the RFP reporter. Circle, the junction where expression of *fabp2:rfp *transgene disappears. (C) In situ hybridization detection of endogenous fabp2 expression in adult zebrafish intestine from segment S1~S7, respectively. High expression level is observed in segments S1-S4, but it is turn off nearby the second natural turn of the intestine (circle). Beyond this region, the expression level becomes undetectable. Click here for file

Additional file 4 **Statistically enriched GO categories base on the GO Tree Machine program (p value < 0.01)**. Click here for file

# Supplementary material for: Morphological and molecular evidence for functional organization along the rostrocaudal axis of the adult zebrafish intestine
**Source:** BMC Genomics. 2010 Jun 22;11:392. doi: 10.1186/1471-2164-11-392

**Additional file 1**

**Anatomy of adult zebrafish showing the digestive tract.** A composite of H&E sections from the medial-longitudinal plane of a male zebrafish reveals the main components of the digestive tract. Scale bar, 500.

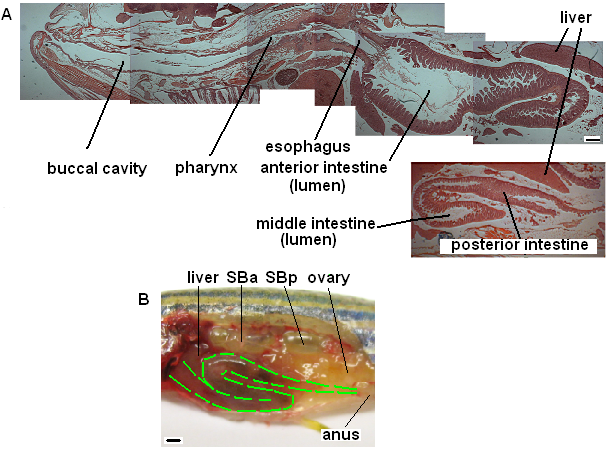

**Supplement:** Additional file 1 — Anatomy of adult zebrafish showing the digestive tract. A composite of H&E sections from the medial-longitudinal plane of a male zebrafish reveals the main components of the digestive tract. Scale bar, 500 μm.

# Supplementary material for: Morphological and molecular evidence for functional organization along the rostrocaudal axis of the adult zebrafish intestine
**Source:** BMC Genomics. 2010 Jun 22;11:392. doi: 10.1186/1471-2164-11-392

**Additional file 2**

**Overlap analysis of down-regulated genes in adjacent segments.** The number and percentage of overlapping genes are indicated within and below the intersection respectively.

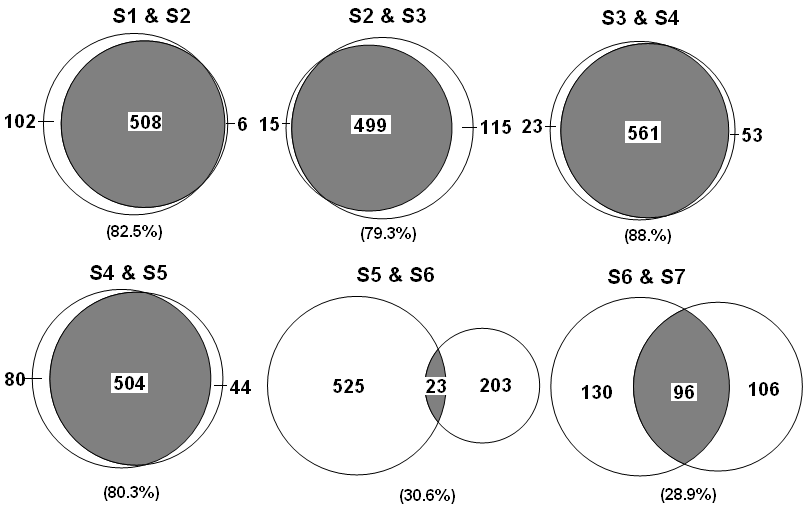

**Supplement:** Additional file 2 — Overlap analysis of down-regulated genes in adjacent segments. The number and percentage of overlapping genes are indicated within and below the intersection respectively.

# Supplementary material for: Morphological and molecular evidence for functional organization along the rostrocaudal axis of the adult zebrafish intestine
**Source:** BMC Genomics. 2010 Jun 22;11:392. doi: 10.1186/1471-2164-11-392

**Additional file 3**

**Expression of *fabp2* gene in adult zebrafish intestine.** (A) Isolation of an intestine from a *Tg(fabp2:RFP)* fish. (B) Expression of *fabp2* in a *Tg(fabp2:RFP)* fish as indicated by the RFP reporter. Circle, the junction where expression of *fabp2:rfp* transgene disappears. (C) In situ hybridization detection of endogenous *fabp2* expression in adult zebrafish intestine from segment S1~S7, respectively. High expression level is observed in segments S1-S4, but it is turn off nearby the second natural turn of the intestine (circle). Beyond this region, the expression level becomes undetectable.

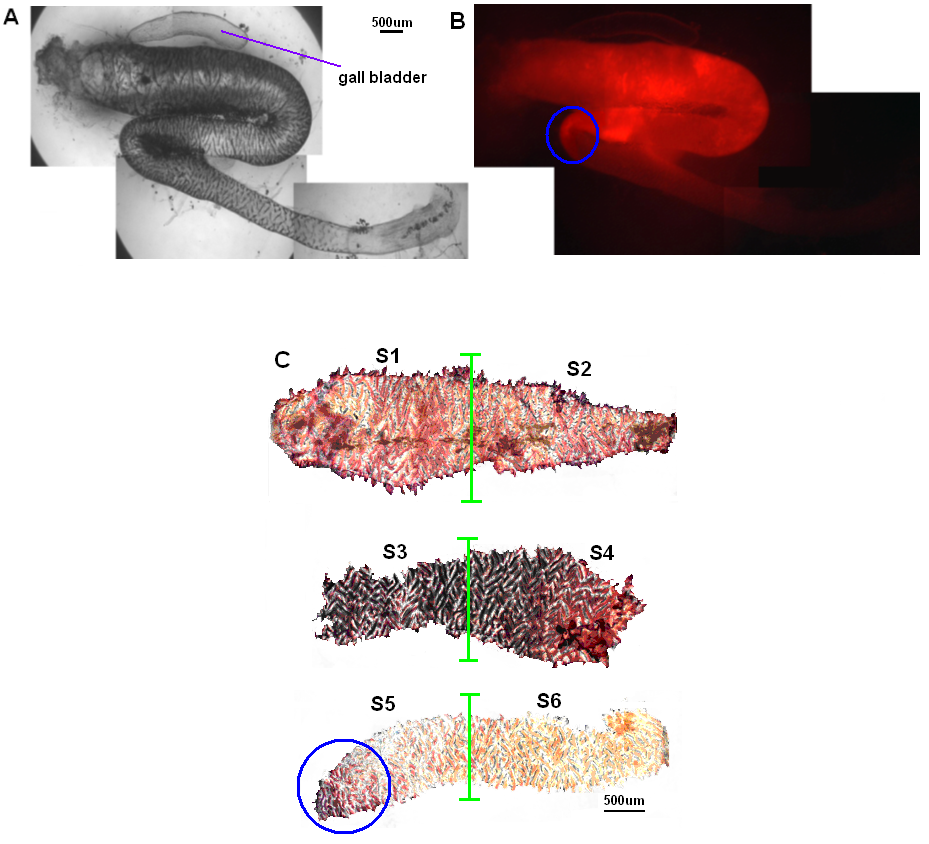

**Supplement:** Additional file 3 — Expression of fabp2 gene in adult zebrafish intestine. (A) Isolation of an intestine from a Tg(fabp2:RFP) fish. (B) Expression of fabp2 in a Tg(fabp2:RFP) fish as indicated by the RFP reporter. Circle, the junction where expression of fabp2:rfp transgene disappears. (C) In situ hybridization detection of endogenous fabp2 expression in adult zebrafish intestine from segment S1~S7, respectively. High expression level is observed in segments S1-S4, but it is turn off nearby the second natural turn of the intestine (circle). Beyond this region, the expression level becomes undetectable.

# Supplementary material for: Morphological and molecular evidence for functional organization along the rostrocaudal axis of the adult zebrafish intestine
**Source:** BMC Genomics. 2010 Jun 22;11:392. doi: 10.1186/1471-2164-11-392
**Supplement:** Additional file 4 — Statistically enriched GO categories base on the GO Tree Machine program (p value < 0.01).

**Additional file 4**

Statistically enriched GO categories base on the GO Tree Machine program (p value < 0.01)

Segment S6

| **In biologicial process** |  |  |  |  |
| --- | --- | --- | --- | --- |
| one-carbon compound metabolism | 5 | 0.99 | 5.05 | 2.48E-03 |
| **In molecular function** |  |  |  |  |
| oxidoreductase activity\, acting on the aldehyde or oxo group of donors\, NAD or NADP as acceptor | 3 | 0.23 | 13.04 | 8.81E-04 |
| catalase activity | 2 | 0.05 | 40.00 | 1.11E-03 |
| oxidoreductase activity\, acting on the aldehyde or oxo group of donors | 3 | 0.37 | 8.11 | 4.45E-03 |
| **In cellular component** |  |  |  |  |
| contractile fiber | 2 | 0.04 | 50.00 | 9.09E-04 |
| contractile fiber part | 2 | 0.04 | 50.00 | 9.09E-04 |

Segment S7

| **In biologicial process** |  |  |  |  |
| --- | --- | --- | --- | --- |
| pyridine nucleotide biosynthesis | 2 | 0.08 | 25 | 1.78E-03 |
| intracellular signaling cascade | 16 | 7.6 | 2.11 | 3.44E-03 |
| vitamin biosynthesis | 2 | 0.13 | 15.38 | 5.11E-03 |
| water-soluble vitamin biosynthesis | 2 | 0.13 | 15.38 | 5.11E-03 |
| neuropeptide signaling pathway | 3 | 0.42 | 7.14 | 7.01E-03 |
| membrane organization and biogenesis | 2 | 0.17 | 11.76 | 9.94E-03 |
| **In molecular function** |  |  |  |  |
| transferase activity\, transferring pentosyl groups | 3 | 0.44 | 6.82 | 8.38E-03 |
| nicotinate phosphoribosyltransferase activity | 2 | 0.04 | 50.00 | 8.54E-04 |
| **In cellular component** |  |  |  |  |
| nil | - | - | - | - |

How the deposited data were processed for this re-analysis (not part of the article)

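Gene expression was measured on spotted oligonucleotide arrays with 23232 spots in segments S1 to S7 of the adult zebrafish intestine. Each array hybridized RNA of a segment, pooled from 10 male fish and labelled with Cy5, together with RNA of whole adult fish labelled with Cy3. There were 5 arrays each for S1, S2, S3 and S4, 4 for S5, 3 for S6 and 3 for S7, 30 in all. Replicates are separate pools.

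The intensity values were deposited by the authors without normalization, as the scanner's brightness of each spot and of its local background in both dyes. The percent values, deposited by the authors with the intensities, give the percentage of a spot's pixels above the local background and were made by the scanning software without normalization. The ratio values were made by the authors as the ratio of the mean intensities times a constant per array, which ranged from 0.913 to 1.35 and held within 1% for 89.4% to 100.0% of spots. The log2 values were made by the authors as the binary logarithm of that ratio, and the series table holds the same log2 values rounded. The paper's methods name LOWESS normalization within and then across arrays, while the authors' log2 values differ from the plain ratio by a constant per array only.

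From the intensities, the background was subtracted in limma 3.58.1 under R 4.3.3 with the normexp method and an offset of 50. Log2 ratios of Cy5 to Cy3 were normalized within each array by loess, with control spots (sequences printed at least 10 times, 245 spots) given no weight and left out. No normalization between arrays was applied. A probe was tested when its median brightness exceeded the background median by over 2 SD in either dye on at least 3 arrays of a segment and when it had at least 2 values in every segment. This left 21395 probes, each treated as its own probe. Of the spots, 11724 carry a gene symbol and 11508 none. Of the symbols, 3568 are current in the gene table of the GRCz12tu annotation, 8022 were updated through a synonym and 134 were kept as deposited. A gene with several probes was represented in list tests by the probe of highest mean intensity. Tables were read with data.table 1.17.8.

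Segments were compared with limma's linear model and moderated statistics. The F test over the 7 segments used a Bonferroni corrected p under 0.1, as in the paper, and listed probes with a mean log2 ratio of at least 1 or at most -1 were counted as 2-fold up or down. Overlaps are the probes in both segments as a percentage of those in either. The planned contrasts were S6 against S1-S5, S7 against S1-S5, S7 against S6, S5 against S1-S4 and the steps between adjacent segments, at a Benjamini-Hochberg adjusted p under 0.05 over the tested probes. Probes up against the whole fish had a mean of at least 2-fold and an adjusted p under 0.05 in S1-S5, S6 or S7, regardless of the F test. Arrays were clustered by average linkage on 1 minus Pearson's r over the listed probes.

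Gene lists of at least 3 measured genes were tested by camera with a preset correlation of 0.01 on the first 4 contrasts, with adjustment over all lists and contrasts. There are 28 lists. They cover lipid absorption and lipoprotein assembly, brush border and digestive hydrolases, nutrient transporters, lysosomal enzymes and protein endocytosis, water and ion transport, glycolysis and gluconeogenesis, fatty acid oxidation and peroxisome, iron and heme, oxidative phosphorylation, vitamin and retinoid metabolism, posterior hox genes, intestinal transcription factors, stomach markers, cell proliferation, goblet cells and mucus, enteroendocrine cells, enteric neurons and glia, exocrine pancreas, liver, smooth muscle, skeletal muscle, blood, immune cells, connective tissue and endothelium, epidermis and stratified epithelium, germ cells and testis, stress and immediate early response, and ribosomal proteins. The genes of Figure 4A were chosen by the paper on these samples and got no list test.

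The genes named in the text are those the paper names, the 10 highest and 10 lowest of each of the 4 contrasts, and up to 4 members with the largest change of each described list together with members that moved the other way. By this rule pck1 (lower in S6) and apoeb (lower in S5) belong to them but are not described. Their Cy5 signals were saturated on 17 of 24 S1-S5 arrays and 13 of 20 S1-S4 arrays. The 10 highest and lowest were taken among genes with a name other than a locus or clone name, an adjusted p under 0.05, no overlap between the arrays of the groups and a Cy5 signal above background on every array of the higher group. The lists, this rule, the tests and the alternatives of the processing were set before the data were examined, and alternatives added later are named as such.

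The alternatives were no background correction, median centring, scale normalization, Aquantile normalization, the authors' value table, no filter on dim probes, the replicate number as a block, leaving out each array, a plain one-way ANOVA, a Benjamini-Hochberg threshold, fitting the compared arrays alone, a 1.5-fold threshold, an estimated correlation between genes, fry, the mean of a gene's probes, complete linkage, Euclidean distance and clustering of all tested probes. A block by slide or scanning date was not run, since the files give none. Spots at a brightness of 65535 were counted as saturated, and 625 of the tested probes were so in a dye on at least 1 array, where their ratio is a limit. Other splits of the samples were drawn at 100 where there were more, with a fixed seed, and the permutation test of the pancreas medians was two-sided with 100000 permutations.

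Tested on simulated data with the same design, the fit found 38 of 50 probes changed by 1 on the log2 scale between S5 and S1-S4, 34 of 50 between S6 and S1-S5 and 31 of 50 between S7 and S1-S5. At a change of 2 it found 49 of 50 in each, and among 21195 unchanged probes it called 4, 2 and 5. The simulation gave every array the same noise for a probe. In the data the residual SD was 0.407 to 0.551 on the S6 and S7 arrays, against a median of 0.299 on the S1-S5 arrays. The simulated numbers for S6 and S7 therefore do not carry over to these arrays.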

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

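The comparisons of other splits of the samples and the first test of the order of the probes were set before their results were seen. All other tests here were chosen after.

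The log2 ratios of the 6 S6 and S7 arrays lay near 0 and were unrelated to those of S1-S5, and their whole-fish signal alone differed 2-fold from that of S1-S5 arrays at 11591 probes, against 31 between S5 and S1-S4. All probes listed in another order in these files is argued against for 5 of the arrays, in which a beta-actin control spot was brighter than another spot in Cy3 in at least 0.844 of pairs, and for S6 replicate 2, where that share was 0.494 and the first test by itself decided nothing, by a Cy3 signal that correlated across probes with those of the other 5 at an r of at least 0.361, against at most 0.124 with its probes shifted along the list, in a test whose bounds were set with correlations of these arrays already seen. Another order of part of the probes stays open and cannot be told apart from little signal, since the log2 ratios of 2 probes of a gene correlated at an r of at most 0.0651 on these arrays, against at least 0.304 on the S1-S5 arrays. A reference signal unlike that of the other arrays, from another batch of RNA, arrays or scanning, is consistent with the 11591 probes, since Cy3 carries no segment RNA. A difference between the segments themselves cannot be told apart from it, because 0 of the 24 S1-S5 arrays have the small spots of the S6 and S7 arrays, and both may contribute.

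Of the lysosomal genes 12 of 46 and of the posterior hox genes 9 of 18 were higher in S5 than in S1-S4, with mean list medians of 0.31 (lysosomal) and 0.75 (hox) against at most -0.10 and 0.20 in any of S1 to S4. The spot size of the arrays is argued against as the whole cause, since the higher adjusted p of the lists was 9.95e-12 with the spot size as a block and among large-spot arrays. A single unusual array, S5 replicate 3, is argued against as well, with 7.69e-17 without it. Among 100 splits of the S1-S5 arrays, the real one had the smallest p for both lists. A difference between the segments is left as a hypothesis, in line with these values and found on the same data.

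Exocrine pancreas genes were higher on the S4 and S5 arrays than on the S1-S3 arrays, but 19 of the 25 were saturated in Cy5 on S1-S5 arrays, so the others are compared here, amy2al2, amy2al1, c6ast4, zgc:112285, ptf1a and pdia2, with array medians of 1.52 ± 0.49 (SD, n = 9) and 0.65 ± 0.25 (n = 15). Saturation and the spot size are argued against as the whole cause of that difference, with a permutation p = 2e-05 over these 6 genes and 0.00052 among the large-spot arrays. A few arrays rich in pancreatic RNA are left open, since the lowest array median in S4 and S5 minus the highest in S1-S3 is -0.44. Pancreatic tissue collected with S4 and S5 and expression in the gut itself cannot be told apart, as 96% of the 25 members being higher goes with either, and ins, of the pancreatic islets, was not higher in S4 and S5 (difference -1.45, permutation p = 0.00708). On the S6 and S7 arrays the median of all members was 1.4 ± 0.58 (n = 6), but over the 6 genes it differed from S1-S3 by -1.01, so that saturation on the S1-S3 arrays may account for the higher level in S6 and S7, and the list was lower there than in S1-S5 without saturated probes (adjusted p = 0.00121 and 0.00555) and among probes with a similar reference signal (0.0109 and 0.0245).

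In 185 groups tested, 16 samples lay far from the others of their segment, where chance gives about 1 in 20 groups. In S2 replicate 1, 43.2% of spots exceeded the background in Cy5, against 57.4% to 63.2% on the other S2 arrays. In S4 replicate 5 the Cy3 signal correlated with the other S1-S5 arrays at a mean r of 0.745, against 0.868 to 0.892. In S3 replicate 2 the residual SD was 0.433, against 0.252 to 0.297. The median log2 ratio of the posterior hox genes was 0.28 in S4 replicate 3, against 0.17 to 0.19. For the exocrine pancreas list, of mostly saturated genes, it was -0.32 in S3 replicate 2, against 0.28 to 0.49, and for skeletal muscle -0.495 in S5 replicate 3, against -2.92 to -2.70. The gene zgc:110410 of Figure 4A had a log2 ratio of 3.86 in S3 replicate 2, against 2.77 to 3.07. Prss1, saturated in Cy5 on 4 of 5 S2 arrays, was at 1.399 in S2 replicate 2, against -0.48 to -0.11. Ctsl.1 was at 0.56 in S1 replicate 1, against -2.38 to -1.97, and at 0.40 in S2 replicate 1, against -1.93 to -1.6. Ctsla was at -1.89 in S1 replicate 4, against -3.24 to -2.88. Ctsh was at 0.25 in S1 replicate 2, against 0.80 to 0.91. G3bp1 was at -1.43 in S2 replicate 1, against -0.66 to -0.36. Ppp2r2d was at -0.40 in S3 replicate 3, against -0.70 to -0.63. Lipf was at 0.31 in S3 replicate 2, against 0.94 to 1.07. Ctsd was at 2.46 in S4 replicate 3, against 1.23 to 1.59.

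Other splits of the same arrays into groups of the same sizes were fitted in the same way. The real split, counted among those as large, gave more probes than any other for the F test over the segments (3042 probes, highest other split 53, 1 of 100 splits as large), S6 against S1-S5 (10975 and 5346, 1 of 100), S7 against S1-S5 (11221 and 4152, 1 of 100), S6 against S5 (8627 and 6567, 1 of 35), S5 against S1-S4 (512 and 9, 1 of 100), S5 against S4 (151 and 58, 1 of 100), S4 against S3 (6 and 0, 1 of 100) and S2 against S1 (76 and 10, 1 of 100). For S3 against S2 the share was small too (37 probes, 2 of 100 splits as large), but another split called 98, which points to a structure among these arrays. The shares were not adjusted for the number of comparisons. Chance is argued against for the large counts, but is not excluded for the small steps between adjacent segments from S1 to S5. S4 against S3 rests on 6 probes, and on 3 without S3 replicate 5. With S7 against S6, 10 splits are too few for a share under 0.05 (1799 and 2468, 2 of 10). In the number of list calls, 66 of 100 splits reached the 25 real ones or more, up to 50, and 56 of 100 reached the 7 of S5 against S1-S4, up to 17, so chance is not excluded for these numbers, and the splits with many calls point to a structure of the samples. By single lists in S5, splits with a p as small numbered 1 for the lysosomal and posterior hox lists, 2 for exocrine pancreas and lipid absorption, 7 for glycolysis, 10 for germ cells and 12 for oxidative phosphorylation, of 100 each.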

How the results depend on the processing

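The alternatives added after the data were seen were array weights, the spot size as a random block, the spot size as a block among S1-S5, the large-spot arrays alone, the S1-S5 arrays alone, the probes with a similar reference signal and the probes saturated on no array. All others were planned. The values here are those that moved, counts by over 1.5 times and overlaps to outside their 95% confidence interval (Wilson), and the cause was not tested except where fewer arrays or probes make a count smaller by construction.

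By number alone, which does not say that the same probes passed, S6 against S1-S5 and S7 against S1-S5 had no fewer than 4266 and 4441 probes under the alternatives run for them and S5 against S1-S4 no fewer than 218, while S7 against S6 fell from 1799 to 5 without background correction, to 3 on the arrays compared alone and further with array weights, as given below. The balance of higher and lower probes moved too, in S7 against S6 from 798 and 1001 to 17 and 126 with the authors' table, in S2 against S1 from 8 and 68 to 5 and 2 with median centring and 119 and 175 with the authors' table, and in S3 against S2 from 26 and 11 to 11 and 58 with median centring. The 2 groups of arrays, S6 and S7 against S1-S5, held with complete linkage and Euclidean distance. With all tested probes clustered and cut into 2 groups, 16.7% of the S6 and S7 arrays were split off first. The others were still unlike S1-S5, since over all tested probes the 2 sets of arrays correlated at a mean r of 0.0793, against 0.869 within S1-S5. Aquantile normalization leaves log2 ratios as they are and so says nothing here. A block by slide or scanning date was not run, as the files give none. The similar-reference probes gave no value for genes outside them, and the lists were not run with the spot size as a random block, which camera does not take. Without the filter on dim probes no count or overlap moved.

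Without background correction, probes past the threshold numbered 212 for S2 against S1, 155 for S3 against S2, 12 for S4 against S3, 970 for S5 against S1-S4, 239 for S5 against S4 and 5 for S7 against S6. Probes up against the whole fish numbered 65 in S6 and 131 in S7, and 2-fold up probes numbered 23 in S6 and 38 in S7. 2-fold down probes numbered 2045 in S1, 1903 in S2, 2150 in S3, 2023 in S4, 1 in S6 and 41 in S7, and up overlaps were 77.3% for S1 and S2, 72.3% for S2 and S3, 82.9% for S3 and S4, 75.7% for S4 and S5 and 1.14% for S5 and S6. Down overlaps were 84.4% for S1 and S2, 85.2% for S2 and S3, 89.9% for S3 and S4, 86.8% for S4 and S5, 0.0510% for S5 and S6 and 2.44% for S6 and S7, and the cause was not tested.

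With median centring in place of loess, probes past the threshold numbered 7 for S2 against S1, 69 for S3 against S2 and 1110 for S7 against S6. Up overlaps were 89.1% for S1 and S2, 87.9% for S2 and S3 and 89.9% for S3 and S4, and down overlaps were 81.9% for S1 and S2, 78.3% for S2 and S3 and 90.4% for S3 and S4, and the cause was not tested. With scale normalization between arrays, probes past the threshold numbered 163 for S2 against S1, 2 for S4 against S3 and 97 for S5 against S4. Probes up against the whole fish numbered 140 in S6, and 2-fold up probes numbered 55 in S6. 2-fold down probes numbered 22 in S6 and 84 in S7, and up overlaps were 79.4% for S1 and S2, 82.9% for S3 and S4 and 72.6% for S4 and S5. Down overlaps were 87.6% for S1 and S2, 88.1% for S2 and S3, 91.7% for S3 and S4, 85.9% for S4 and S5, 0.0831% for S5 and S6 and 6% for S6 and S7, and the cause was not tested.

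From the authors' value table, probes past the threshold numbered 294 for S2 against S1, 93 for S3 against S2, 89 for S5 against S4 and 143 for S7 against S6. Probes up against the whole fish numbered 163 in S6 and 229 in S7, and 2-fold up probes numbered 23 in S6 and 38 in S7. 2-fold down probes numbered 863 in S3, 836 in S4, 818 in S5, 175 in S6 and 265 in S7, and up overlaps were 87.8% for S1 and S2, 82.6% for S2 and S3 and 0.599% for S5 and S6. Down overlaps were 94.7% for S1 and S2, 94.8% for S2 and S3, 96.2% for S3 and S4, 95.5% for S4 and S5 and 3.55% for S5 and S6. With that table and a plain one-way ANOVA, 2-fold up probes numbered 22 in S6 and 38 in S7. 2-fold down probes numbered 790 in S1, 791 in S2, 808 in S3, 779 in S4, 762 in S5, 163 in S6 and 253 in S7, and up overlaps were 88.2% for S1 and S2, 83.1% for S2 and S3 and 0.537% for S5 and S6. Down overlaps were 94.9% for S1 and S2, 94.5% for S2 and S3, 95.7% for S3 and S4, 94.6% for S4 and S5 and 3.12% for S5 and S6. Ctsd in S7 against S1-S5 was reversed with the authors' table (log2 difference -0.87, adjusted p = 0.0138, against 0.09 and 0.79), and the cause was not tested.

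With a plain one-way ANOVA, up overlaps were 85.1% for S1 and S2 and 79.4% for S2 and S3. With a Benjamini-Hochberg threshold, which admits more probes by construction, the F test over the segments listed 11238 probes. 2-fold up probes numbered 1631 in S1, 1280 in S2, 1828 in S3, 1645 in S4, 1532 in S5, 221 in S6 and 430 in S7, and 2-fold down probes numbered 2229 in S1, 2229 in S2, 2443 in S3, 2468 in S4, 2548 in S5, 154 in S6 and 381 in S7. Up overlaps were 68.4% for S1 and S2, 60.1% for S2 and S3, 74.3% for S3 and S4, 66.7% for S4 and S5 and 22.8% for S6 and S7, and down overlaps were 75.7% for S1 and S2, 79.7% for S2 and S3, 83.7% for S3 and S4 and 79.2% for S4 and S5. With a 1.5-fold threshold, which does so too, probes up against the whole fish numbered 3424 in S1-S5, 1390 in S6 and 1719 in S7.

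Fitted on the arrays compared alone, probes past the threshold numbered 19 for S2 against S1, 19 for S3 against S2, 2 for S4 against S3, 1091 for S5 against S1-S4, 5003 for S6 against S5 and 3 for S7 against S6. The numbers in S7 against S6 rest on the spread shared with the other arrays, since 3 passed with the spread of the 6 arrays alone.

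With the replicate number as a block, up overlaps were 79.4% for S2 and S3. Down overlaps were 91.5% for S1 and S2 and 90.7% for S4 and S5. Prss1 in S7 against S6 lost its call (log2 difference 1.09, adjusted p = 0.0821 from limma), and the cause was not tested. Replicates of the same number were not shown to be paired. Taken as differences from the segment means, their log2 ratios correlated across segments at a mean r of 0.0320 (77 pairs). The 306 other pairs across segments had -0.00851, and 11 of 30 arrays correlated best with an array of their own number.

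Of 25 calls among the gene lists, 10 held with an estimated correlation, and fry, which does not compare a list with other genes, called 49. Under the other alternatives set beforehand, the vitamin list in S7 lost its call with scale normalization (adjusted p = 0.0722), the authors' table (0.0703) and the replicate block (0.0699), glycolysis in S5 with median centring (0.066) and scale normalization (0.172), and germ cells in S5 with scale normalization (0.183) and the authors' table (0.171). Ribosomal proteins gained one in S6 and S7 with median centring (1.37e-07 and 1.34e-08) and the authors' table (1.31e-08 and 1.68e-08), and exocrine pancreas in S7 against S6 without background correction (0.0275), with median centring (0.0221), scale normalization (0.0164) and the authors' table (0.000963). Germ cells in S6 gained one without background correction (0.0191), with median centring (0.0277), the authors' table (0.0239), the replicate block (0.045), no filter on dim probes (0.0475) and the mean of a gene's probes (0.0298), fatty acid oxidation in S5 without background correction (0.0283), with scale normalization (0.00163), the authors' table (0.00148) and the replicate block (0.0459), and connective tissue and endothelium in S5 without background correction (0.0231), with scale normalization (0.0197), the authors' table (0.0172) and the mean of a gene's probes (0.0125). So did blood in S6 (0.0226) and S7 (0.0311) with the authors' table, cell proliferation (0.00879) and skeletal muscle (0.000541, higher) in S5 with scale normalization, enteroendocrine cells (0.0485) and the vitamin list (0.0283) in S6 without background correction, and ribosomal proteins in S5 with median centring (0.00162) and without background correction (0.0496), and the cause was not tested.

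With array weights, chosen after the data were seen, the F test over the segments listed 1283 probes. Probes past the threshold numbered 1507 for S2 against S1, 1372 for S3 against S2, 129 for S4 against S3, 1289 for S5 against S1-S4, 428 for S5 against S4, 4266 for S6 against S1-S5, 4193 for S6 against S5, 6305 for S7 against S1-S5 and 0 for S7 against S6, and probes up against the whole fish numbered 40 in S6 and 325 in S7. 2-fold up probes numbered 512 in S1, 389 in S2, 528 in S3, 555 in S4, 560 in S5, 63 in S6 and 81 in S7, and 2-fold down probes numbered 344 in S1, 359 in S2, 395 in S3, 374 in S4, 370 in S5 and 34 in S7. Up overlaps were 71.3% for S1 and S2, 68.9% for S2 and S3, 4.18% for S5 and S6 and 45.5% for S6 and S7, and down overlaps were 84.8% for S2 and S3, 89.4% for S3 and S4, 86.5% for S4 and S5 and 0.252% for S5 and S6. The 0 is limma's count for S7 against S6, where 2465 probes were higher and 2617 lower at an unadjusted p under 0.05 with equal weights, and the cause was not tested.

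With the spot size as a random block, chosen after the data were seen, up overlaps were 73.6% for S2 and S3. Down overlaps were 87.2% for S1 and S2, 89.1% for S2 and S3, 91.6% for S3 and S4 and 86.5% for S4 and S5. As a block among the S1-S5 arrays, probes past the threshold numbered 189 for S3 against S2, 916 for S5 against S1-S4 and 276 for S5 against S4. Among the large-spot arrays alone, probes past the threshold numbered 955 for S5 against S1-S4, and the cause was not tested.

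On the S1-S5 arrays alone, chosen after the data were seen, the F test over the segments listed 211 probes. 2-fold up probes numbered 65 in S1, 55 in S2, 65 in S3, 81 in S4 and 113 in S5, and 2-fold down probes numbered 14 in S1, 22 in S2, 30 in S3, 21 in S4 and 8 in S5. Up overlaps were 76.5% for S1 and S2, 62.2% for S2 and S3, 69.8% for S3 and S4 and 44.8% for S4 and S5, and down overlaps were 63.6% for S1 and S2, 48.6% for S2 and S3, 59.4% for S3 and S4 and 20.8% for S4 and S5. The F test then covers 5 segments, so the differences of S6 and S7 from the others no longer bring probes into the list.

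Among the 9800 probes with a similar reference signal in both sets of arrays, chosen after the data were seen, the F test over the segments listed 1048 probes. Probes past the threshold numbered 18 for S2 against S1, 10 for S3 against S2, 218 for S5 against S1-S4, 60 for S5 against S4, 4464 for S6 against S1-S5, 3475 for S6 against S5, 4441 for S7 against S1-S5 and 778 for S7 against S6, and probes up against the whole fish numbered 750 in S1-S5, 103 in S6 and 209 in S7. 2-fold up probes numbered 436 in S1, 380 in S2, 469 in S3, 438 in S4, 444 in S5, 27 in S6 and 50 in S7, and 2-fold down probes numbered 203 in S1, 195 in S2, 229 in S3, 219 in S4, 241 in S5, 9 in S6 and 31 in S7. Up overlaps were 0.426% for S5 and S6 and 18.5% for S6 and S7, and down overlaps were 76.9% for S1 and S2, 78.2% for S2 and S3, 85.1% for S3 and S4, 76.9% for S4 and S5, 0% for S5 and S6 and 2.56% for S6 and S7. Fewer probes lower these counts by construction. Exocrine pancreas was reversed, to lower, in S6 (adjusted p = 0.0109) and in S7 (0.0245). Calls ended for skeletal muscle in S6 (0.498) and S7 (0.615), fatty acid oxidation in S7 (0.0728), vitamin metabolism in S7 (0.228), and glycolysis (0.654) and oxidative phosphorylation (0.179) in S5, and the cause was not tested.

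Among the 20770 probes saturated on no array, chosen after the data were seen, probes past the threshold numbered 21 for S3 against S2. Up overlaps were 0.585% for S5 and S6, and down overlaps were 0.0802% for S5 and S6. Exocrine pancreas was reversed, to lower, in S6 (adjusted p = 0.00121) and in S7 (0.00555). Calls ended for vitamin metabolism (0.0755) and germ cells (0.124) in S7 and glycolysis in S5 (0.127), and connective tissue and endothelium gained one in S5 (0.0281), and the cause was not tested.

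Arrays were left out one at a time, and the results that moved are given with their lowest and highest value and, in parentheses, other arrays that moved them. 2-fold up probes in S6 ranged from 86 without S6 replicate 5 to 294 without S6 replicate 2. 2-fold down probes in S6 ranged from 35 without S7 replicate 5 to 243 without S6 replicate 2 (70 without S6 replicate 3, 69 without S6 replicate 5). 2-fold down probes in S7 ranged from 99 without S7 replicate 5 to 268 without S7 replicate 4. The up overlap of S1 and S2 ranged from 72.5% without S2 replicate 5 to 86.1% without S2 replicate 1 (84.7% without S2 replicate 3). The down overlap of S1 and S2 ranged from 85.7% without S2 replicate 5 to 91.4% without S6 replicate 5. The up overlap of S2 and S3 ranged from 67.8% without S2 replicate 5 to 81.2% without S2 replicate 1 (79.4% without S2 replicate 3). The down overlap of S2 and S3 ranged from 86.0% without S2 replicate 5 to 92.05% without S2 replicate 1. The down overlap of S3 and S4 ranged from 92.6% without S6 replicate 3 to 95.3% without S3 replicate 2 (94.6% without S1 replicate 2, 94.5% without S1 replicate 3). The up overlap of S4 and S5 ranged from 76.0% without S5 replicate 1 to 80.6% without S5 replicate 3. The down overlap of S5 and S6 ranged from 0.896% without S6 replicate 3 to 2.54% without S6 replicate 2. The up overlap of S6 and S7 ranged from 22.2% without S7 replicate 4 to 36.0% without S6 replicate 2 (22.7% without S6 replicate 3). The down overlap of S6 and S7 ranged from 4.71% without S6 replicate 5 to 16.0% without S6 replicate 2 (5.17% without S7 replicate 4). S7 against S6 ranged from 591 without S7 replicate 5 to 2854 without S7 replicate 4. S5 against S1-S4 ranged from 322 without S5 replicate 2 to 613 without S6 replicate 3. S2 against S1 ranged from 10 without S1 replicate 2 to 202 without S2 replicate 5 (14 without S1 replicate 3, 33 without S2 replicate 1, 21 without S2 replicate 2, 41 without S2 replicate 3, 19 without S2 replicate 4). S3 against S2 ranged from 17 without S2 replicate 3 to 210 without S2 replicate 5 (23 without S2 replicate 1, 23 without S3 replicate 3, 24 without S3 replicate 4, 61 without S4 replicate 5). S4 against S3 ranged from 3 without S3 replicate 5 to 7 without S3 replicate 4 (3 without S4 replicate 3). S5 against S4 ranged from 83 without S5 replicate 2 to 172 without S6 replicate 5. Probes up against the whole fish in S6 ranged from 252 without S6 replicate 3 to 798 without S6 replicate 2, and the cause was not tested.

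Skeletal muscle in S5 against S1-S4 was reversed, to lower, without S5 replicate 3 (adjusted p = 0.000439, against 0.341 with all arrays and 0.496 as the highest, without S2 replicate 5), and gained a call, higher, without S5 replicate 2 (0.0274) or 5 (0.00197). Glycolysis in S5 lost its call without S5 replicate 1 (0.0677), 2 (0.0529) or 5 (0.126), and germ cells in S5 without S5 replicate 2 (0.0865) or 5 (0.0937). The vitamin list in S7 lost it when any of 10 arrays was left out, with 0.0503 to 0.0818. Germ cells in S6 gained a call when any of 18 arrays was left out (0.0329 to 0.0499), and exocrine pancreas in S7 against S6 without S6 replicate 5 (0.00298) or S7 replicate 5 (6.46e-05). Connective tissue and endothelium in S5 gained one when any of 10 arrays was left out (0.00155 to 0.0459), fatty acid oxidation in S5 without S5 replicate 1 (0.0224) or 2 (0.0196), nutrient transporters in S5 without S2 replicate 5 (0.0399) or S5 replicate 3 (0.0464), ribosomal proteins in S5 without S5 replicate 1 (0.0192), smooth muscle in S5 without S5 replicate 5 (0.0388), blood (0.041) and the vitamin list (0.0349) in S6 without S6 replicate 5, and exocrine pancreas in S7 without S7 replicate 5 (0.0323). Of the genes, ctsc in S5 lost it without S5 replicate 1 (0.0504) or 2 (0.0637) and gained it in S6 without S6 replicate 2 (9.02e-06). Without S6 replicate 2, ppp2r2d lost its call in S6 (0.137). Gnb3b lost it in S6 without S6 replicate 3 (0.216), ctslb in S6 without S6 replicate 5 (0.164), ppp2r2d in S7 without S7 replicate 3 (0.687), and ctsh (0.306) and ctsa (0.94) in S7 without S7 replicate 5. In S7 against S6, kcnd3 (0.0818), slc25a11 (0.0581), ncapd3 (0.123), zcchc24 (0.0741), myoc (0.221), manea (0.0645), kcnj11l (0.218), polr3gla (0.2) and rhoab (0.169) lost their calls without S7 replicate 5, myoc also when any other S6 or S7 array but S6 replicate 3 or S7 replicate 4 was left out, and prss1 without S6 replicate 2 (0.126), S6 replicate 3 (0.0505), S7 replicate 3 (0.0548) or S7 replicate 4 (0.143), and the cause was not tested.

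Signal over background limits what the arrays can show. In S1-S5, 37.8% to 69.6% of spots exceeded the background in Cy5 and 53.3% to 84.5% in Cy3, and in S6 and S7 14.9% to 89.9% and 60.8% to 84.5%. Log2 ratios of spots near the background are drawn toward 0 by the offset of 50, so small differences of weakly expressed genes are the hardest to detect here.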

Differences from the paper's values

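The alternatives counted here were set before the data were examined unless stated, and the paper's thresholds were used. The methods differ from those the paper names, one-way ANOVA and LOWESS within and then across arrays. The main values here come from limma's moderated F test after normexp background correction and loess within each array, with nothing normalized between arrays. A plain one-way ANOVA is among the alternatives.

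The paper gives 950 genes up 2-fold in S6 and 1023 in S7, and the values here are 98 and 159 probes. None of the 40 alternatives closes either difference, with ranges of 22 to 294 in S6 and 38 to 430 in S7. The paper gives an overlap of up genes of 12.3% for S5 and S6, and the value here is 1.92%, with 0.537% to 2.93% over the alternatives, all of which differ. For S6 and S7 the paper gives 45.2% and the value here is 29.1%. The alternatives that do not differ by 1.5 times are median centring (33.8%), no filter on dim probes (32.3%), the replicate block (31.9%), and leaving out S1 replicate 1 (30.4%), S2 replicate 4, S4 replicate 1 or S4 replicate 4 (30.27% each), S3 replicate 3 (30.5%), S3 replicate 5 (30.2%), S4 replicate 3 (31.2%), S5 replicate 2 (30.5%), S6 replicate 2 (36.0%) or S7 replicate 5 (31.7%), and the other 27 differ. Array weights, chosen after seeing the values, gave 45.5%, at 63 up probes in S6 and 81 in S7 where the paper has the numbers above.

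For down genes, the paper's overlap of S5 and S6 is about 3.1% in the figure of Additional file 2, read by eye, and the value here is 1.04%. It does not differ with the authors' value table (3.55%), with that table and a plain one-way ANOVA (3.12%) or without S6 replicate 2 (2.54%), and differs with the other 37. For S6 and S7 the paper's value is about 29%, read by eye from the same figure, and the value here is 11.7%, with 2.44% to 16.0% over the alternatives, all of which differ.

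The paper gives 891 genes up 2-fold against the whole fish in S1-S5, and the value here is 784 genes with a symbol, which does not differ by 1.5 times, or 1622 probes, which does, with 1516 to 3424 probes over the 38 alternatives, none of which counted genes. Probes with a similar reference signal, chosen after seeing the values, gave 750 probes among the 9800 of this kind. In S6 the paper gives 1147 genes and the value here is 145 genes with a symbol, or 281 probes. In S7 the paper gives 1107 genes and the value here is 256 genes with a symbol, or 562 probes. Set as probes against the paper's genes, the S6 value does not differ by 1.5 times with the 1.5-fold threshold (1390) or without S6 replicate 2 (798). In the same terms the S7 value does not differ without S7 replicate 4 (794).

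The paper states that cfl1 and aqp3 set S5 to S7 apart from S1-S4, and for aqp3 also names S6 and S7 alone. Here neither passed the test of S5 against S1-S4 (log2 differences of 0.45, adjusted p = 0.509, and 0.37, adjusted p = 0.86; 0.06 and -0.40 without S5 replicate 3), and both rose in S6 and S7. For cfl1 the paper also cites real-time RT-PCR, which these arrays do not test. The other cfl1 probes did not exceed the background in Cy5 on any S7 array. The paper states that aquaporins 1, 3 and 10 are high in S6 and S7. Aquaporin 3 was, aqp10a was lower there than in S1-S5 (-2.24 in S6, and in S7, where it did not exceed the background, adjusted p = 3.65e-05), and aqp1a.1 exceeded the background in Cy5 on 1 of 3 S6 arrays and 0 of 3 S7 arrays, so its level there was not measured. The paper names trp, taken here to be its typ, and ctsl1 as high in S6 and S7, and cites real-time RT-PCR for typ and ctsl1. No probe carries the name typ or ctsl1. Of their possible matches, the cathepsin L gene ctsl.1 was highest in S5 (2.75, a lower limit, against 1.15 in S6 and 1.61 in S7). It was higher than in S1-S5 in S6 (1.85, adjusted p = 0.00132, but 0.0764 with the authors' value table) and S7 (2.31, adjusted p = 0.000121), so the S5 level is what departs from the paper. The trypsin gene prss1 lay above the whole-fish level in S4 and S5 as well (1.09 and 1.18). Its Cy5 signal was saturated on 23 of the 24 S1-S5 arrays, so these are lower limits only where Cy3 was not saturated as well. Of the other genes the paper names for S6 and S7, ctsc did not pass the test against S1-S5 in S6 (0.39, adjusted p = 0.259) but did without S6 replicate 2 (1.23, adjusted p = 9.02e-06), and ppp2r2d lay near the whole-fish level in S6 (-0.02) and did not exceed the background in Cy5 in S7, while g3bp1 was above it in both (1.07 and 1.01). Lipf, which the paper reports in all segments, was above the whole-fish level in S1-S5 (1.15), lay near it in S6 and S7 (0.18 and -0.15), and exceeded the background in Cy5 on 2 of 3 S6 arrays and 0 of 3 S7 arrays. The paper's other markers of S1-S5, gdpd1, mbl2 (named hbl3 in the paper), vil1, fabp2, apoa1a and apoa4b.1, had higher means in each of S1 to S5 than in S6 or S7. No probe was found under the name chchd7.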

Other observations

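The alternatives by reference signal and without saturated probes were chosen only after the results were seen, and the other tests were planned.

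Of 49 skeletal muscle genes, 38 were higher and 1 lower in S6 than in S1-S5 (39 and 2 when adjusted over the list alone; adjusted p = 1.11e-07 by camera, but 0.362 with an estimated correlation), and 36 higher and 2 lower in S7 (36 and 3 over the list alone; adjusted p = 4.32e-06, but 0.445 with an estimated correlation). The fast myosin genes myhc4 (5.09 in S6, 5.05 in S7) and myhz2 (5.02 and 4.80) and pvalb4 (5.17 in S6) led, and the actin genes acta1a (-1.54 and -1.24) and acta1b (-0.51 in S7) went the other way. Among probes with a similar reference signal the muscle list lost its call in S6 (adjusted p = 0.498) and in S7 (0.615). Of 32 germ cell and testis genes, 19 were higher and 6 lower in S6 (adjusted p = 0.0511) and 19 higher and 3 lower in S7 (21 and 3 over the list alone; adjusted p = 0.00866, but 0.362 with an estimated correlation and 0.124 without saturated probes). The egg coat gene zp3b rose from a log2 ratio of -5.52 in S1-S5 to -0.11 in S6 and -0.28 in S7, bmp15, an oocyte factor, by 4.00 in S7, and ropn1l by 5.28 and 5.36, while sycp3, of meiotic chromosomes, fell by 2.09 on the log2 scale in S6 and by 1.94 in S7. Of 56 cell proliferation genes, 41 were higher and 4 lower in S6 (41 and 5 over the list alone; adjusted p = 2.35e-08, but 0.174 with an estimated correlation), and 42 higher and 1 lower in S7 (44 and 1 over the list alone; adjusted p = 6.04e-09, but 0.151 with an estimated correlation), with ccnb1 (5.15 in S7), rrm2 (3.65 in S6) and plk1 (3.54 in S6) up and ccnd1 (-1.13 and -1.14) down. The adult globin genes hbaa2 (3.59 in S7) and hbba1 (3.26 and 1.99) were higher and the embryonic hbbe2 lower (-3.90 and -3.05), in a blood list of 17 with 10 higher and 2 lower in S6 (adjusted p = 0.0707) and 10 and 1 in S7 (0.188). In connective tissue and endothelium, 14 of 35 were higher and 2 lower in S6 (0.189) and 13 and 3 in S7 (0.367), with col1a1a at 3.85 and 4.21. The epidermis list had 13 of 27 higher and 8 lower in S6 (0.543) and 14 and 7 in S7 (0.385), with krt5 at 4.06 and 3.96. On these arrays the Cy3 signal of S6 and S7 differed from that of S1-S5, as given above. Across all probes, the differences from S1-S5 had slopes of -0.953 (S6) and -0.935 (S7) on the S1-S5 mean. The muscle, germ cell and proliferation lists were low in S1-S5, so their rises in S6 and S7 largely restate those levels.

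Lysosomal genes moved apart in S6 and S7, with 16 of 46 higher and 11 lower in S6 (adjusted p = 0.771) and 15 and 13 in S7 (0.948; median difference -0.02, mean 0.41). Ctss2.1 (4.09 in S7), acp5a (4.88 in S6), dab2 (3.59) and lamp2 (2.98) were higher and arsa (-1.88) and cd63 (-1.86) lower. Cathepsin H rose in S5 (1.73, adjusted p = 3.29e-06) and was lower in S6 (-0.91, adjusted p = 0.00262), ctsa rose in S5 (1.16, adjusted p = 0.00108), ctslb was lower in S6 (-0.69, adjusted p = 0.00184, but -0.27 and 0.164 without S6 replicate 5), and cathepsin D passed in neither S6 nor S7 against S1-S5 (-0.59, adjusted p = 0.0594, and 0.09, adjusted p = 0.79) but was lower in S6 than in S5 (-1.12, adjusted p = 0.0068). In S6 cathepsin D was lower than in S1-S5 without background correction (-0.65, adjusted p = 0.0175), with median centring (-1.28, adjusted p = 0.00123), from the authors' value table (-1.72, adjusted p = 1.99e-05), on the compared arrays alone (0.0264) and without any of 4 arrays (0.0256 to 0.0489). Nothepsin passed in neither (0.41 in S6, adjusted p = 0.267, but 0.84 and 0.0455 without S6 replicate 5, and 0.54 in S7, adjusted p = 0.136). Posterior hox genes, of which 9 of 18 were higher in S5, had 1 higher and 3 lower in S6 (0.188) and 2 and 4 in S7 (0.577). Exocrine pancreas genes had 10 of 25 higher and 6 lower in S6 (0.752) and 13 and 5 in S7 (0.204), but 19 were saturated in Cy5 on S1-S5 arrays and without saturated probes the list was lower (0.00121 and 0.00555), with pdia2 at -2.75 in S6 and -3.02 in S7. Smooth muscle genes had 4 of 21 higher and 10 lower in S6 (0.0898), with myh11a at -1.97, and 6 and 11 in S7 (0.189; median -0.68, mean 0.01). Of 26 enteroendocrine genes, 3 were higher and 9 lower in S6 (0.174) and 5 and 10 in S7 (0.156), with tph1a, of serotonin synthesis, at 2.14 in both and the somatostatin gene sst1.1 at -1.28 and -1.73. Enteric neuron and glia genes had 10 of 37 higher and 8 lower in S6 (0.99) and 14 and 8 in S7 (0.89). Immune cell genes had 7 of 38 higher and 14 lower in S6 (0.204) and 7 and 11 in S7 (0.367), with lyz at 2.54 and 1.70 and ncf1 at -1.88 in S6. Liver genes had 13 of 37 higher and 6 lower in S6 (0.721) and 9 and 4 in S7 (0.89), stress and immediate early genes 15 of 43 higher and 6 lower in S6 (0.735) and 13 and 7 in S7 (0.927), and ribosomal protein genes 16 of 73 higher and 10 lower in S6 (0.621) and 12 and 17 in S7 (0.248). The values in parentheses without a name are adjusted p of the list.

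In S5 against S1-S4 the remaining lists gave an adjusted p of 0.0138 for germ cells and testis, with star, of steroid synthesis, lower (-1.27) and 0 of 32 higher (0.362 with an estimated correlation), 0.269 for cell proliferation, 0.868 for enteroendocrine cells and for liver, 0.532 for enteric neurons and glia, 0.0985 for smooth muscle, 0.341 for skeletal muscle, 0.992 for blood, 0.432 for immune cells, 0.0619 for connective tissue and endothelium, 0.969 for epidermis, 0.735 for stress genes and 0.0898 for ribosomal proteins. Of these the neutrophil gene mpx was lower in S5 (-1.12, adjusted p = 0.00134), the enteroendocrine gene adcyap1a higher (0.99, adjusted p = 0.00511) and the liver gene igfbp1a higher (1.04, adjusted p = 0.00363). The germ cell call ended without S5 replicate 2 (0.0865) or S5 replicate 5 (0.0937). Over the 28 lists and 4 contrasts, camera made 25 calls, 10 with an estimated correlation.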
